# PRMT1 is required for the generation of MHC-associated microglia and remyelination in the central nervous system

**DOI:** 10.26508/lsa.202201467

**Published:** 2022-06-15

**Authors:** Jeesan Lee, Oscar David Villarreal, Yu Chang Wang, Jiannis Ragoussis, Serge Rivest, David Gosselin, Stéphane Richard

## Abstract

Remyelination failure in multiple sclerosis leads to progressive demyelination and inflammation, resulting in neurodegeneration and clinical decline. Microglia are innate immune cells that can acquire a regenerative phenotype to promote remyelination, yet little is known about the regulators controlling the regenerative microglia activation. Herein, using a cuprizone (CPZ)-diet induced de- and remyelination mice model, we identify PRMT1 as a driver for MHC-associated microglia population required for remyelination in the central nervous system. The loss of PRMT1, but not PRMT5, in microglia resulted in impairment of the remyelination with a reduction of oligoprogenitor cell number and prolonged microgliosis and astrogliosis. Using single-cell RNA sequencing, we found eight distinct microglial clusters during the CPZ diet, and PRMT1 depleted microglia hindered the formation of the MHC-associated cluster, expressing MHCII and CD11c. Mechanistically, PRMT1-KO microglia displayed reduced the H3K27ac peaks at the promoter regions of the MHC- and IFN-associated genes and further suppressed gene expression during CPZ diet. Overall, our findings demonstrate that PRMT1 is a critical regulator of the MHC- and IFN-associated microglia, necessary for central nervous system remyelination.

## Abstract (precis)

PRMT1 regulates MHC-associated microglia cluster during de/remyelination.

## Introduction

Microglia are tissue-resident innate immune cells of the central nervous system (CNS), constituting 5–12% of the CNS population (Wolf et al, 2017). Microglia patrol the CNS to recognize homeostatic disturbances, and quickly change their transcriptional program, morphology, and electrophysical properties to perform a wide range of roles (Wolf et al, 2017; Prinz et al, 2019). For instance, microglia use unique cell surface-receptors to sense pathogens, apoptotic cells, and protein aggregates, and then rapidly switch to a phagocytic phenotype to eliminate these materials (Rivest, 2009; Hammond et al, 2021). Furthermore, upon sensing any injuries to the CNS, microglia proliferate, migrate to the site of the damage, and secrete cytokines, chemokines, nitric oxide, and reactive oxygen species to modulate the injury-induced immune response (Li & Barres, 2018). Increasing studies using single-cell sequencing technology have unveiled the dynamic phenotypes of microglia during development and pathological conditions (Masuda et al, 2020). However, the molecular mechanisms or signaling pathways leading to expansion of specific microglial subpopulations during CNS pathophysiology remains underexplored.

Cuprizone is a copper chelating agent that results in demyelination, a pathological hallmark of multiple sclerosis (Vega-Riquer et al, 2019). Administration of a 0.2% cuprizone diet (CPZ) in mice induces apoptosis of oligodendrocytes, activating microglia and astrocytes (Lloyd & Miron, 2019; Vega-Riquer et al, 2019). Under these conditions, microglia recognize damaged oligodendrocytes and become the main phagocytic cell type to clear myelin debris, which allows the recruitment of oligoprogenitor cells (OPCs) at the sites of demyelination (Lloyd & Miron, 2019). In addition, microglia secrete various pro-regenerative factors to aid in OPC proliferation, migration, and differentiation (Lloyd & Miron, 2019; Mahmood & Miron, 2022). Emerging evidence implies that a transcriptionally distinct, CD11c^+^ subset of microglia could promote the remyelination process (Wlodarczyk et al, 2017); however, the molecular mechanisms regulating this subset are poorly understood (Lloyd & Miron, 2019; Masuda et al, 2020).

Post-translation modifications are instrumental in modifying protein stability, interactions, and localization, and thereby impact a diverse array of signaling pathways (Xu & Richard, 2021). Among these post-translation modifications, arginine methylation is catalyzed by protein arginine methyltransferases (PRMTs), which use S-adenosyl-L-methionine (AdoMet) to transfer a methyl groups to arginine (Bedford & Clarke, 2009). PRMTs are categorized according to the types of methylation they catalyze (Bedford & Clarke, 2009). PRMT1 is the major type I enzyme responsible for catalyzing monomethylarginine (MMA) and asymmetric dimethylarginine (aDMA), whereas PRMT5 is the major type II enzyme and generating MMA and symmetric dimethylarginine (sDMA) (Rotshenker, 2009). The substrates of PRMTs include RNA binding proteins, DNA damage repair proteins, transcription factors, signaling proteins, and histones (Guccione & Richard, 2019; Xu & Richard, 2021). In recent years, PRMTs have been shown to play instrumental roles in immune cell differentiation, activation, and viral-mediated type I IFN responses by methylating proteins and histones (Blanc & Richard, 2017). Nevertheless, the role of PRMTs in modulating microglia function during de/remyelination processes has never been investigated.

In the present article, we report that PRMT1 is a regulator of the MHC- and IFN-associated microglia cluster using the CPZ mouse model. Mice with microglia deficient for PRMT1 using the *Cx3cr1*^*CreERT*^ driver were generated (*PRMT1*^*FL/FL;Cx3cr1-CreERT*^). Lack of the MHC-associated microglia cluster in tamoxifen (TAM) treated *PRMT1*^*FL/FL;Cx3cr1-CreERT*^ mice correlates with a failure to induce CNS remyelination after demyelination induced by CPZ.

## Result

### CNS remyelination defects and microgliosis in cuprizone induced demyelination in *PRMT1*^*Cx3cr1-KO*^ mice

To investigate the role of arginine methylation in microglia, we generated mice with microglia deficient for PRMT1 or PRMT5 using the *Cx3cr1*^*CreERT*^ driver (Fig S1A). Microglia isolated from tamoxifen (TAM) injected *PRMT1*^*FL/FL;Cx3cr1-CreERT*^ (*PRMT1*^*Cx3cr1-KO*^) and *PRMT5* ^*FL/FL;Cx3cr1-CreERT*^ (*PRMT5*^*Cx3cr1-KO*^) exhibited the loss PRMT1 and PRMT5 with reduction in the histone marks, H4R3me2a and H4R3me2s, respectively (Fig S1A). The impact of PRMT1 and PRMT5 ablation on microglia number and morphology was assessed using anti–Iba-1 antibody. During the resting state, *PRMT1*^*Cx3cr1-KO*^ or *PRMT5*^*Cx3cr1-KO*^ microglia did not show any differences in the cell number in the corpus callosum (CC), cortex, and hippocampus of the CNS compared with their respective controls, *PRMT1*^*FL*^ and *PRMT5*^*FL*^ (Figs 1A and S1B). However, distinct morphological changes were observed only in the *PRMT1*^*Cx3cr1-KO*^ microglia (Fig 1B) and not in *PRMT5*^*Cx3cr1-KO*^ microglia (Fig S1C). The IMARIS based detail morphological analysis showed that *PRMT1*^*Cx3cr1-KO*^ microglia had significantly longer total dendritic length with increased number of branches, segments, and terminals compared with control *PRMT1*^*FL*^ (Fig 1B).

**Figure S1.**
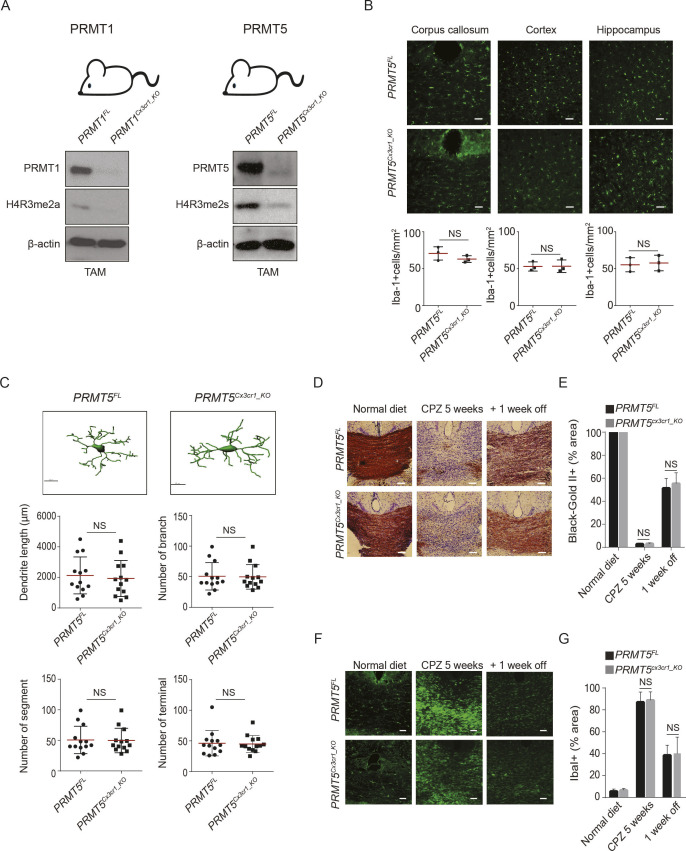
PRMT5 is dispensable for microglia function during the CPZ-induced demyelination and remyelination in the central nervous system (CNS). **(A)** Scheme of the PRMT1 and PRMT5 mice models used in this study. Isolated microglia from *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^, were blotted for PRMT1, H4R3me2a, and β-actin. Isolated microglia from *PRMT5*^*FL*^ and *PRMT5*^*Cx3cr1-KO*^ mice were blotted for PRMT5, H4R3me2s, and β-actin. **(B)** Iba-1(green) staining in cortex, hippocampus and corpus callosum (CC) of *PRMT5*^*FL*^ (n = 3), and *PRMT5*^*Cx3cr1-KO*^ (n = 3) CNS. Representative images are shown. Scale bars represent 50 μm. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (NS, not significant). **(C)** IMARIS based morphological analysis of microglia from *PRMT5*^*FL*^ (n = 3) and *PRMT5*^*Cx3cr1-KO*^ (n = 3) CNS. Representative images are shown. 10 cells were analyzed for dendritic length, number of branches, number of segments and terminals and presented as a dot plot. Scale bars represent 10 μm. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (NS, Not significant). **(D)** Mice fed with 0.2% CPZ were euthanized according to the following time points: normal diet, CPZ diet 5 wk (n = 5), and CPZ diet 5 wk + normal diet 1 wk (+1 wk off) (n = 5). Black gold II staining (brown) was performed to visualize myelin and quantified at the CC of *PRMT5*^*FL*^ (n = 5) and *PRMT5*^*Cx3cr1-KO*^ (n = 5) CNS. Representative images are shown. Scale bars represent 50 μm. **(E)** Bar graph depicts average myelin staining in the CC. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (NS, not significant). Scale bars represent 50 μm. **(F, G)** Anti-Iba-1 (green) was stained during the normal diet, CPZ diet 5 wk and CPZ diet 5 wk + normal diet 1 wk in *PRMT5*^*FL*^ (n = 5), and *PRMT5*^*Cx3cr1-KO*^ (n = 5). Representative images are shown. Scale bars represent 50 μm. **(G)** Iba-1 staining was quantified at the CC and illustrated as a bar graph. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (NS, Not significant).

**Figure 1.**
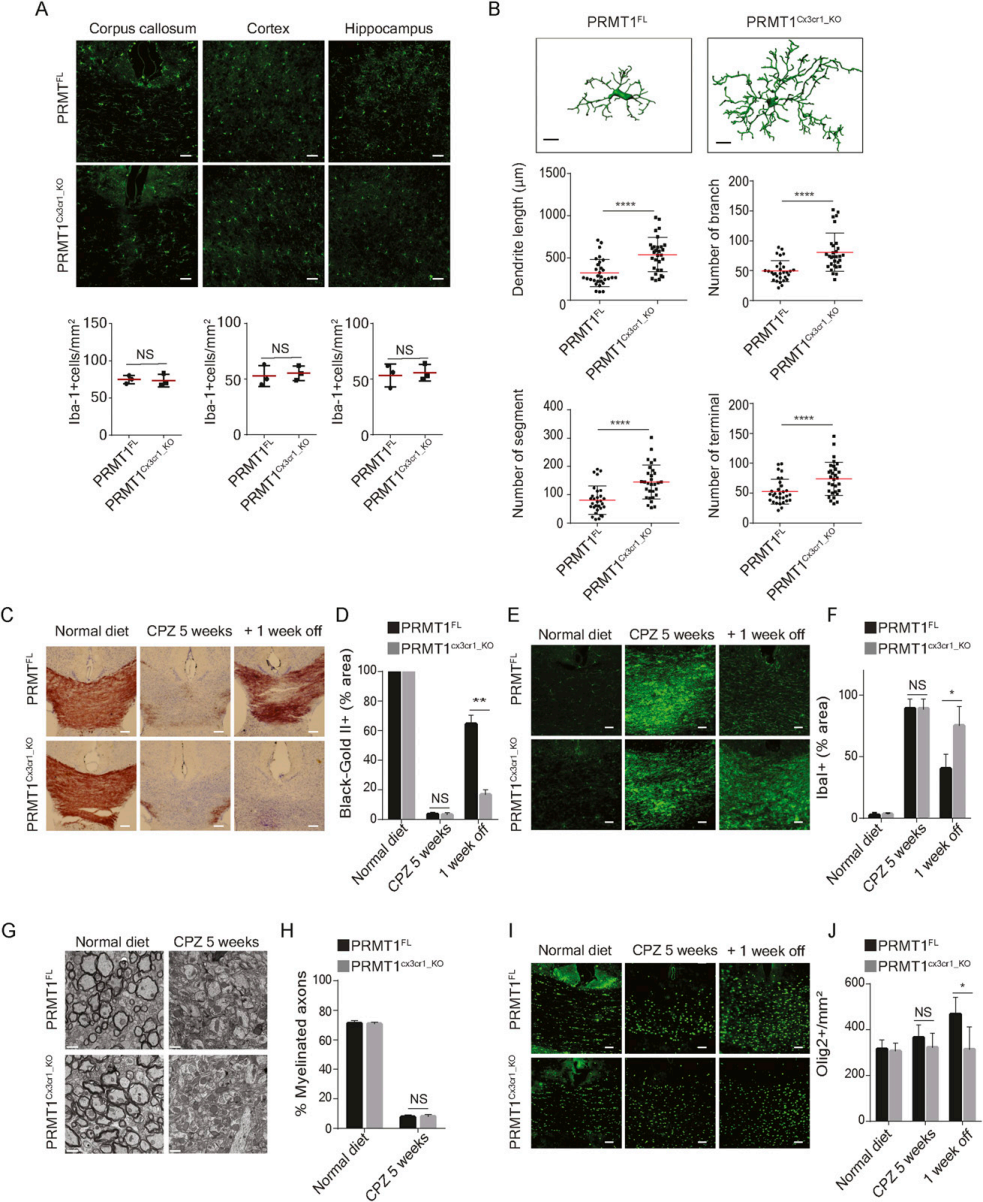
Central nervous system (CNS) remyelination defects in *PRMT1*^*Cx3cr1-KO*^ mice using cuprizone mouse model of demyelination. **(A)** Iba-1(green) staining in the cortex, hippocampus and corpus callosum (CC) of *PRMT1*^*FL*^ (n = 3), and *PRMT1*^*Cx3cr1-KO*^ (n = 3) CNS. Representative images are shown. Scale bars represent 50 μm. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (NS, not significant). **(B)** IMARIS-based morphological analysis of microglia from *PRMT1*^*FL*^ (n = 3), and *PRMT1*^*Cx3cr1-KO*^ (n = 3) CNS. Representative images are shown. 10 cells were analyzed for dendritic length, number of branches, number of segments, and terminals and presented as a dot plot. Scale bars represent 10 μm. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (*P < 0.05, ****P < 0.0001). **(C)** Mice fed with 0.2% cuprizone diet (CPZ) were euthanized according to the following time points: Normal diet, CPZ diet 5 wk (n = 5) and CPZ diet 5 wk + normal diet 1 wk (+1 wk off) (n = 5). Black gold II staining (brown) was performed to visualize myelin and quantified at the CC of *PRMT1*^*FL*^ (n = 5), and *PRMT1*^*Cx3cr1-KO*^ (n = 5) CNS. Representative images are shown. Scale bars represent 50 μm. **(D)** Bar graph depicts average myelin staining in the CC. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (**P < 0.01, NS, Not significant). Scale bars represent 50 μm. **(E, F)** Anti-Iba-1 (green) antibody staining was performed during the normal diet, CPZ diet 5 wk, and CPZ diet 5 wk + normal diet 1 wk in *PRMT1*^*FL*^ (n = 5), and *PRMT1*^*Cx3cr1-KO*^ (n = 5). Representative images are shown. Scale bars represent 50 μm. **(F)** Iba-1 staining was quantified at the CC and illustrated as a bar graph. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (*P < 0.05, NS, not significant). **(G, H)** Representative transmission electron microscope image of myelinated axons from *PRMT1*^*FL*^ (n = 3), and *PRMT1*^*Cx3cr1-KO*^ (n = 3) at the indicated time points. **(H)** Myelinated axons were quantified and displayed in a bar graph. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (NS, not significant). **(I, J)** Anti-Olig2 (green) antibody staining was performed during the normal diet, CPZ diet 5 wk and CPZ diet 5 wk + normal diet 1 wk in *PRMT1*^*FL*^ (n = 3), and *PRMT1*^*Cx3cr1-KO*^ (n = 3) CNS. Representative images are shown. Scale bars represent 50 μm. **(J)** Olig2 staining was quantified at the CC and illustrated as a bar graph. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (*P < 0.05, NS, Not significant).

Because PRMT1 and PRMT5 were shown to be essential in oligodendrocyte precursor cells for their differentiation and CNS myelin in mice (Hashimoto et al, 2016; Scaglione et al, 2018), we asked whether microglia PRMT1 or PRMT5 could influence CNS demyelination and remyelination using the cuprizone (CPZ) mouse model of myelin lesion (Gudi et al, 2009). *PRMT1*^*Cx3cr1-KO*^ and *PRMT5*^*Cx3cr1-KO*^ mice were fed 0.2% CPZ diet for 5 wk to instigate CNS demyelination followed by 1 wk of normal diet to induce remyelination (Gudi et al, 2014). We focused on the CC area to qualitatively visualize the demyelination and remyelination. At 5 wk of CPZ diet, myelin was completely absent in the CC, and there were no significant differences in the extent of demyelination between the genotypes (Figs 1C and D and S1D and E). However, upon changing to a normal diet for 1-wk, significant remyelination was visible in the *PRMT1*^*FL*^, but not in the *PRMT1*^*Cx3cr1-KO*^ mice (Fig 1C and D). Conversely, the loss of PRMT5 in microglia did not impair the CNS remyelination (Fig S1D and E). Microglia accumulate at the CC during the demyelination period and dissipate after the remyelination (Gudi et al, 2014). Consistent with this, microglia significantly increased during the CPZ diet (microgliosis; Iba1+) and subsequently decreased upon changing to a normal chow (+1 wk off) in CC of *PRMT1*^*FL*^ mice (Fig 1E and F) and *PRMT5*^*FL*^ and *PRMT5*^*Cx3cr1-KO*^ mice (Fig S1F and G). In contrast, in the *PRMT1*^*Cx3cr1-KO*^ mice, microglia (Iba1+) significantly increased during the CPZ diet and remained in the CC upon changing to a normal chow (+1 wk off) (Fig 1E and F). Thus, *PRMT1*^*Cx3cr1-KO*^ mice have defects in remyelination with prolonged microgliosis in the CPZ demyelination mouse model.

### *PRMT1*^*Cx3cr1-KO*^ mice have prolonged gliosis and reduced number of oligoprogenitor cells during the remyelination phase

One possible explanation for remyelination failure observed in the *PRMT1*^*Cx3cr1-KO*^ mice was the inability of microglia to clear the myelin debris during the demyelination phase. Thus, we performed transmission electron microscope (TEM) analysis and measured the myelin lamellae and myelin debris during the normal and CPZ diet 5 wk in cross-sections of the CC of *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^ mice (Fig 1G and H). The TEM analysis showed a complete loss of the myelin layer during the CPZ diet in both *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^ mice and no myelin debris was observed in either genotype, suggesting that the phagocytosis activity of PRMT1-deficient microglia was not impaired.

The remyelination process is normally preceded by the proliferation of oligoprogenitor cells (OPCs), which subsequently differentiate into myelinating oligodendrocytes (Matsushima & Morell, 2001). Therefore, we first analyzed the number of OPCs by staining with anti–Olig2-antibody (Yokoo et al, 2004). In *PRMT1*^*FL*^ mice, Olig2+ cells increased in the CC after changing to a normal diet (+1 wk off), but this increase was impaired in the *PRMT1*^*Cx3cr1-KO*^ mice (Fig 1I and J).

We next asked whether extension of the normal chow for 3 wk (+3 wk off) would recover the remyelination defects observed in *PRMT1*^*Cx3cr1-KO*^ mice. We did not recover the remyelination phenotype, as we still observed severe impairment of remyelination, reduction in the recruitment of Olig2+ cells at the site of demyelination, accumulation of Iba1+ microglia and GFAP+ astrocytes in *PRMT1*^*Cx3cr1-KO*^ CC compared with the *PRMT1*^*FL*^ (Fig S2A–D). To see whether these accumulated microglia were activated, we stained for Mac2, a marker of highly phagocytic microglia (Rotshenker, 2009). The expression of Mac2+ cells was significantly increased in the *PRMT1*^*Cx3cr1-KO*^ mice compared with the *PRMT1*^*FL*^ control (Fig S2E), suggesting the microglia from *PRMT1*^*Cx3cr1-KO*^ mice are continuously activated during the remyelination phase with increased gliosis and decreased OPC recruitment.

**Figure S2.**
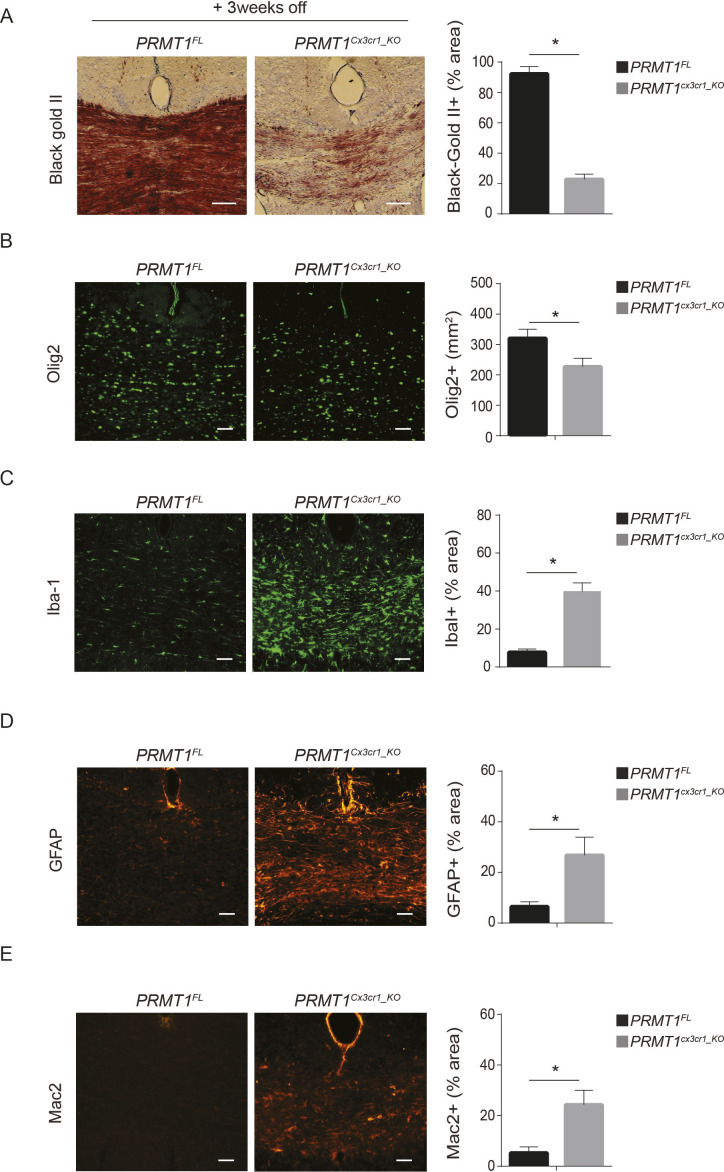
Central nervous system (CNS) remyelination defects in *PRMT1*-deficient mice with 3 wk of normal chow. Normal diet was extended for 3 wk (+ weeks off) and analyzed for the extent of remyelination, number of oligoprogenitor cells, microglia, astrocyte, and activated microglia. **(A)** Black gold II staining (brown) was performed to visualize myelin and quantified at the corpus callosum (CC) of *PRMT1*^*FL*^ (n = 4) and *PRMT1*^*Cx3cr1-KO*^ (n = 4) CNS. Representative images are shown. Scale bars represent 50 μm. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (*P < 0.05). **(B)** Anti-Olig2 (green) antibody staining was performed on *PRMT1*^*FL*^ (n = 4) and *PRMT1*^*Cx3cr1-KO*^ (n = 4) CNS. Representative images are shown. Scale bars represent 50 μm. Anti-Olig2 was quantified at the CC and illustrated as a bar graph. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (*P < 0.05). **(C)** Anti-Iba-1 (green) antibody staining was performed on *PRMT1*^*FL*^ (n = 4) and *PRMT1*^*Cx3cr1-KO*^ (n = 4) CNS. Representative images are shown. Scale bars represent 50 μm. Iba-1 staining was quantified at the CC and illustrated as a bar graph. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (*P < 0.05). **(D)** Anti-GFAP (orange) antibody staining was performed on *PRMT1*^*FL*^ (n = 4) and *PRMT1*^*Cx3cr1-KO*^ (n = 4) CNS. Representative images are shown. Scale bars represent 50 μm. GFAP staining was quantified at the CC and illustrated as a bar graph. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (*P < 0.05). **(E)** Anti-Mac2 (orange) antibody staining was performed on *PRMT1*^*FL*^ (n = 4) and *PRMT1*^*Cx3cr1-KO*^ (n = 4) CNS. Representative images are shown. Scale bars represent 50 μm. Mac2 staining was quantified at the CC and illustrated as a bar graph. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (*P < 0.05).

### Single-cell RNA-sequencing revealed a lack of major histocompatibility complex (MHC)–associated microglia cluster in *PRMT1*^*Cx3cr1-KO*^ mice

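Droplet libraries of single brain cells were compared between 2 PRMT1FL mice, which carry floxed alleles of Prmt1, and 2 PRMT1Cx3cr1-KO mice, in which a tamoxifen-inducible recombinase driven by Cx3cr1 deletes these alleles. Each mouse gave 1 library of cells sorted for CD45 and CD11b. Cuprizone (CPZ), a copper chelator that causes loss of myelin, was given at 0.2% of the diet for 5 wk. The paper's methods place the tamoxifen injections at 5 to 6 wk of age and the start of the diet 2 wk later, whereas the sample labels give that age for the diet itself; the paper's times are used here. The authors aligned the reads to mm10 with Cell Ranger 3.1.0 and deposited raw counts of unique molecular identifiers (UMIs, tags by which each captured RNA molecule is counted once) per gene and cell barcode, without normalization. The PRMT1FL libraries held 91306165 and 76943248 UMIs and the PRMT1Cx3cr1-KO libraries 85874289 and 99559644. Cells with 200 to 6000 genes and at most 10% mitochondrial UMIs, the limits in the paper's methods, were clustered over the 4 mice together. Their UMIs were then summed per mouse over the microglial clusters, because the mouse and not the cell is the replicate. These sums held 72823897 to 94239726 UMIs per mouse, and 13838 genes had enough counts to be tested. Which cells are summed, which genes are tested and how doublets are handled can all change the values. With 2 mice per genotype an exact permutation test cannot give a 2-sided p below 0.333, so adjusted p-values come from a model fitted across genes. Prmt1 (ENSMUSG00000109324, chromosome 7 of mm10, 44975989 to 44986568) was examined first, as a check of the genotype labels. Its level was 93.6 and 86.1 in PRMT1FL mice and 69.8 and 67.6 in PRMT1Cx3cr1-KO mice, in UMIs scaled to equal library sums (CPM). The log2 fold change was -0.39 (standard error 0.07, adjusted p = 0.0756 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in both PRMT1Cx3cr1-KO mice than in both PRMT1FL mice. Without PRMT1Cx3cr1-KO mouse 1 the edgeR value was -0.40 (adjusted p = 0.00133), and without PRMT1Cx3cr1-KO mouse 2 it was -0.37 (adjusted p = 0.00706). Leaving out a PRMT1FL mouse gave adjusted p = 0.528 for mouse 1 and 0.514 for mouse 2, each from edgeR. The alternative that moved the value most among those keeping all mice was a fit with the cluster as a term, at -0.44 from limma's voom; it takes several sums from each mouse, so its p-value is not set beside those of edgeR. UMIs are given per gene and not per exon, so transcripts of intact and recombined alleles are not separated.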

To closely inspect the microglia heterogeneity during the CPZ diet in *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^ mice, we performed single-cell RNA sequencing (scRNA-seq) using the 10X Genomics platform. Mouse brains were enzymatically dissociated into single-cell suspension and sorted for CD45^+^ and CD11b^+^ to isolate microglia and macrophages. A total of 10,000 sorted cells at CPZ diet 5 wk were sequenced from two separate *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^ mice. Using the Seurat software package, a total of 6,000 microglia per genotype passed the quality control. 

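The stated limits on genes and mitochondrial UMIs left 11427 and 8170 cells in PRMT1FL mice and 10370 and 10902 in PRMT1Cx3cr1-KO mice. Of these, 10820 and 7658 cells of PRMT1FL mice and 10033 and 10625 cells of PRMT1Cx3cr1-KO mice fell into microglial clusters, with no reduction to a common number. The median cell had 6066 and 6923 UMIs in PRMT1FL mice and 6232.5 and 6959.5 in PRMT1Cx3cr1-KO mice. Comparison with simulated doublets marked 9.14% and 6.54% of the barcodes in PRMT1FL mice and 8.30% and 8.72% in PRMT1Cx3cr1-KO mice; they were kept, since the methods name no doublet step. Lowering the mitochondrial limit to 5% would leave 10999, 7838, 10015 and 10558 cells, in the same order of mice.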

The Uniform Manifold Approximation and Projection (UMAP) analysis revealed nine transcriptionally defined clusters (labelled A to F) with unique gene sets in *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^ microglia (Fig 2A and Table S1).

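For the clustering, counts were scaled to 10000 per cell and log transformed, and 2000 variable genes were reduced to 20 principal components. So that no cluster was defined by the genotype itself, the 749 genes that differed between genotypes in sums over all cells were left out beforehand, among them Cd74, H2-Aa, H2-Ab1, H2-Eb1, Gdf15, Il7r and Tnfaip2. Itgax and Cd38 were not among them and took part. Leiden clustering of the 40869 cells at resolution 0.3, the lowest with at least 9 clusters of 0.5% of the cells or more, gave 11 clusters. Clusters were named from the marker genes that the paper lists for A1 to F, and a name ending in -like stands for these markers only. The A1-like cluster held 2352 cells, the C1/C2-like cluster 10153 and the D/E-like cluster, in which the markers of D and E were not parted, 6683. Gdf15, Il7r and Pdlim4 led the D/E-like cluster. Another cluster, divided further at the same resolution, yielded B1-like cells (974, led by Ms4a7, Clec12a and Gpnmb), F-like cells (618), neutrophil-like cells (70) and monocyte-like cells (26). No cluster was named for A2 or B2. Cluster 1 (10575 cells, led by Hcar2, Baiap2l2 and Lgi2), cluster 3 (7523 cells, led by haemoglobin genes, Ube2c and Pbk) and cluster 7 (876 cells, led by Rsad2 and Ifit3) were counted as microglial and stayed without a name. Cluster 8 (549 cells with a median of 832 UMIs) and cluster 9 (392 cells, with Ttr and Ptn among its leading genes) were not counted as microglia. Median depth differed between microglial clusters, from 3321 UMIs in D/E-like cells to 12974 in A1-like cells.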

**Figure 2.**
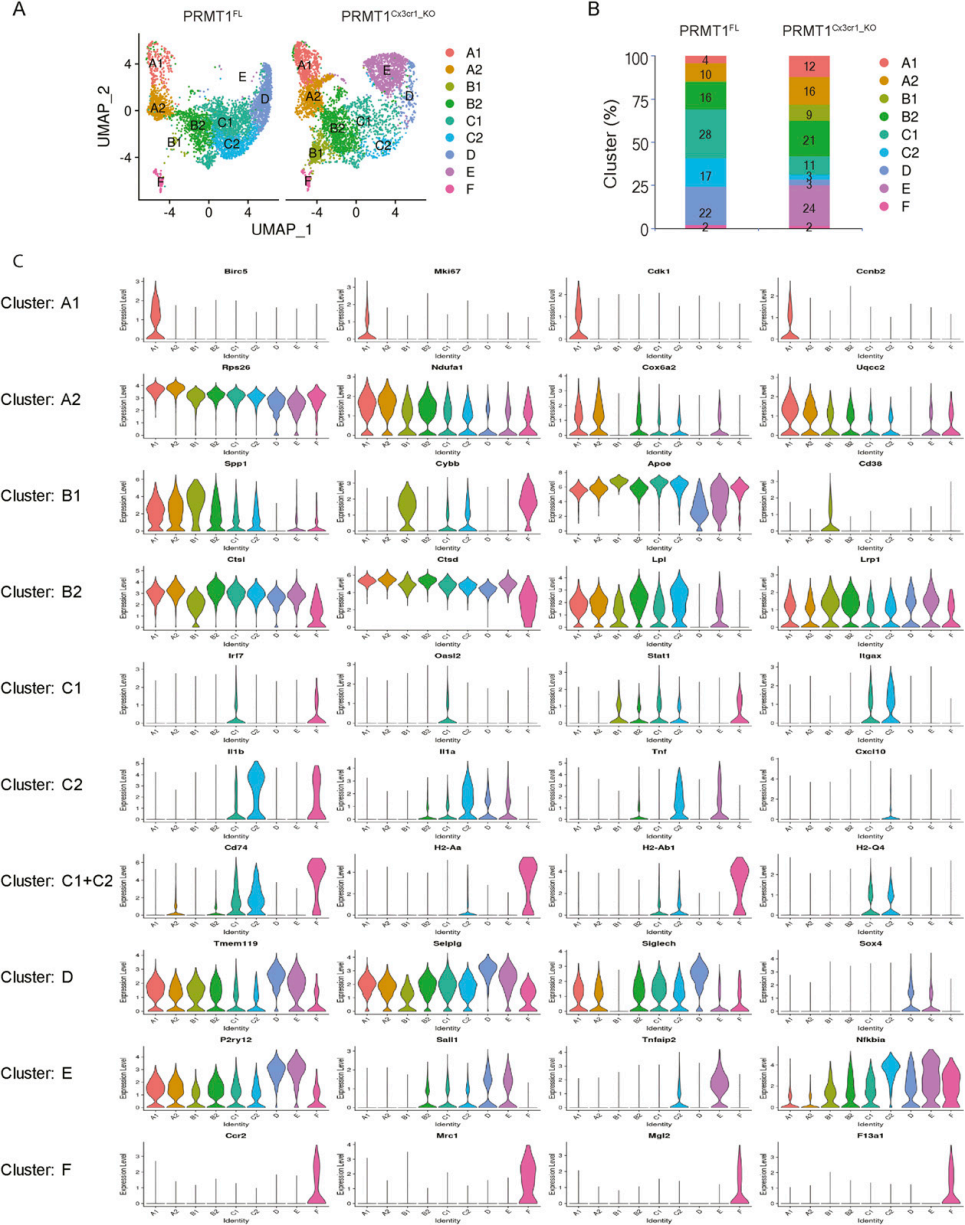
Single-cell RNA sequencing analysis on *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^ microglia from mice fed CPZ for 5 wk. **(A)** sc-RNA seq was performed from *PRMT1*^*FL*^(n = 2) and *PRMT1*^*Cx3cr1-KO*^(n = 2) mice during the CPZ diet 5 wk. Representative UMAP visualization of 6,000 microglia from each of the genotypes (n = 1) showing nine distinct clusters of microglia. **(B)** Stacked bar chart representing percentage of each cluster. **(C)** Violin plot showing marker genes for individual clusters.

Table S1. Single cell RNA-sequencing dataset.

Eight clusters were microglia populations and there was a minor cluster (cluster F) representing 2% of the cells that expressed monocyte markers (*Ccr2*, *Mrc1*, *Mgl2*, and *F13a1*) (Figs 2B and C and S3). Thus, brain infiltrating monocytes were minimally present during the CPZ-diet induced demyelination and remyelination process.

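F-like cells, whose leading genes were Mrc1, H2-Eb1 and F13a1, made up 1.65 and 1.82% in PRMT1FL mice and 1.10 and 1.52% in PRMT1Cx3cr1-KO mice, as a share of all cells that passed the filters. The log2 ratio between genotypes was -0.41 (standard error 0.29, adjusted p = 0.346 from edgeR's quasi-likelihood test on cell numbers, adjusted over 13 clusters), and it was 0.13 with the clustering resolution raised by 0.4 (adjusted p = 0.841 from edgeR), where only 54.8% of 1 of the 2 clusters taken as F-like were F-like cells of the main clustering. Monocyte-like cells, led by S100a4, Plac8 and Ly6c2, numbered 26 over all mice. To ask without clusters whether the listed genes lie in the same cells, cells with a UMI of an anchor gene were compared with cells lacking one inside the microglial clusters. Ccr2, Mgl2 and F13a1 were higher in cells with a UMI of Mrc1, by a median log2 ratio of 5.57 (mean of the mice, 4.07 to 6.52). Such cells made up 0.712 and 0.731% in PRMT1FL mice and 1.44 and 2.72% in PRMT1Cx3cr1-KO mice of the microglia. In PRMT1FL mouse 2 Ccr2 had too few UMIs for this comparison. With Ccr2 as the anchor, the value for Mrc1, Mgl2 and F13a1 was 2.84 (1.74 to 3.92); in PRMT1FL mouse 2 it rests on Mgl2 alone, while Mrc1 was at 0.628 CPM in cells with and 1.35 CPM in cells without a UMI of Ccr2, and F13a1 at 0 and 0.519 CPM. In the sums per mouse the 4 F genes had a median log2 fold change of 0.77 (adjusted p = 0.0247 from limma's camera with its preset correlation, over 11 lists). This call was lost without PRMT1FL mouse 2 (adjusted p = 0.0684 from camera) and without PRMT1Cx3cr1-KO mouse 2 (0.230), and over all cells the median was -0.09. When the correlation between genes was estimated from the data, or limma's fry was used, none of the 11 lists passed an adjusted p of 0.05. F-like cells also carried 20.7 and 21.4% in PRMT1FL mice and 23.6 and 48.9% in PRMT1Cx3cr1-KO mice of all UMIs of H2-Aa, H2-Ab1, H2-Eb1 and Cd74. All clusters outside microglia other than cluster 8, which together held 3.95% and 4.37% of the cells of PRMT1FL mice and 1.69% and 1.83% of those of PRMT1Cx3cr1-KO mice, carried 22.7 and 22.8% in PRMT1FL mice and 23.7 and 50.5% in PRMT1Cx3cr1-KO mice.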

**Figure S3.**
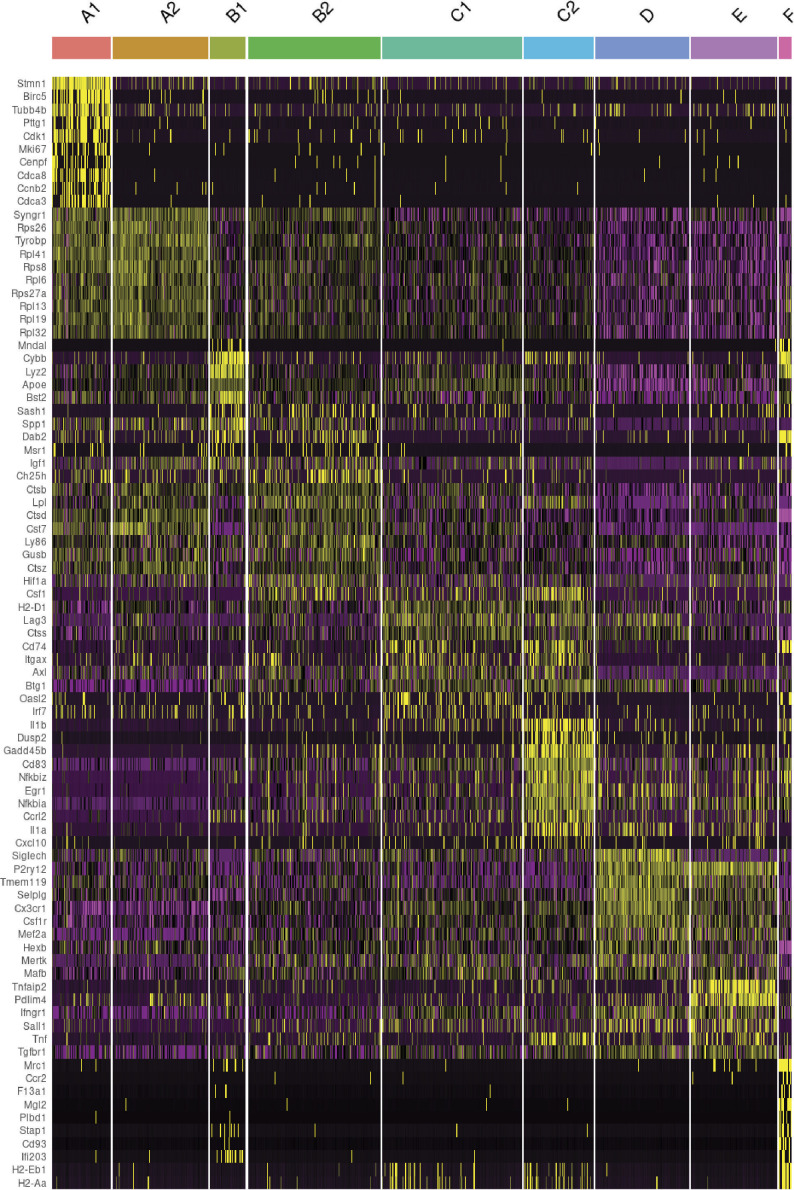
Heat map of marker genes according to the microglial clusters. The columns represent the nine different cell clusters identified. The rows (grouped in top 10 markers) represent categories of genes for proliferation, oxidative phosphorylation, phagocytic microglia, IFN associated transcripts, MHC processing, and monocyte markers.

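The share of each cluster among all cells that passed the filters was compared between genotypes with edgeR's quasi-likelihood test on the number of cells per mouse, adjusted over 13 clusters. C1/C2-like cells made up 31.5 and 33.5% in PRMT1FL mice and 24.8 and 11.4% in PRMT1Cx3cr1-KO mice, or 32.5% ± 1.48 (SD, n = 2) and 18.1% ± 9.46 (SD, n = 2). The log2 ratio was -0.84 (standard error 0.46, adjusted p = 0.239 from edgeR). B1-like cells made up 0.656 and 0.588% in PRMT1FL mice and 1.61 and 6.27% in PRMT1Cx3cr1-KO mice, or 0.622% ± 0.0487 (SD, n = 2) and 3.94% ± 3.30 (SD, n = 2), a log2 ratio of 2.66 (standard error 0.78, adjusted p = 0.101 from edgeR). Itgax, a C1 marker, and Cd38, a B1 marker, took part in the clustering although their fitted levels differed by more than 2-fold between genotypes, short of the threshold, which limits the reading of these shares. D/E-like cells rose from 13% ± 0.714 (SD, n = 2) to 19.5% ± 0.766 (SD, n = 2) (log2 ratio 0.59, standard error 0.23, adjusted p = 0.139 from edgeR); D and E cells were not separated. For A1-like cells the shares were 3.63% ± 0.257 (SD, n = 2) and 7.64% ± 2.19 (SD, n = 2) (log2 ratio 1.07, standard error 0.32, adjusted p = 0.101 from edgeR). No cluster passed an adjusted p of 0.05 in this clustering with all mice included. The edgeR result depended on single mice. Without PRMT1Cx3cr1-KO mouse 1 the ratios were -1.51 (adjusted p = 2.6e-04) for C1/C2-like, 3.32 (adjusted p = 3.6e-07) for B1-like, 0.63 (adjusted p = 0.0331) for D/E-like and 1.34 (adjusted p = 3.8e-04) for A1-like cells, by edgeR. Without PRMT1Cx3cr1-KO mouse 2 they were -0.39 (adjusted p = 0.218), 1.36 (adjusted p = 0.00411), 0.55 (adjusted p = 0.0845) and 0.74 (adjusted p = 0.0302), in the same order. Among alternatives that keep all mice, the largest move was to a B1-like ratio of 4.22 (adjusted p = 0.0559 from edgeR), in a clustering without genes that respond to tissue dissociation, whose resolution was also higher. B1-like cells passed the threshold with another random seed of the clustering (4.11, adjusted p = 0.0387 from edgeR). They also passed it with 3000 variable genes (3.71, adjusted p = 0.0262) and with 30 principal components (3.84, adjusted p = 0.0434), both by edgeR. The B1-like clusters held 535, 559 and 679 cells there, against 974 in the main clustering. Their mean share in PRMT1Cx3cr1-KO mice was 2.35, 2.41 and 2.95%, so these ratios belong to smaller populations. Fig. 2A plots 1 mouse per genotype, and the paper's text does not say which.

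**Figure D1:**
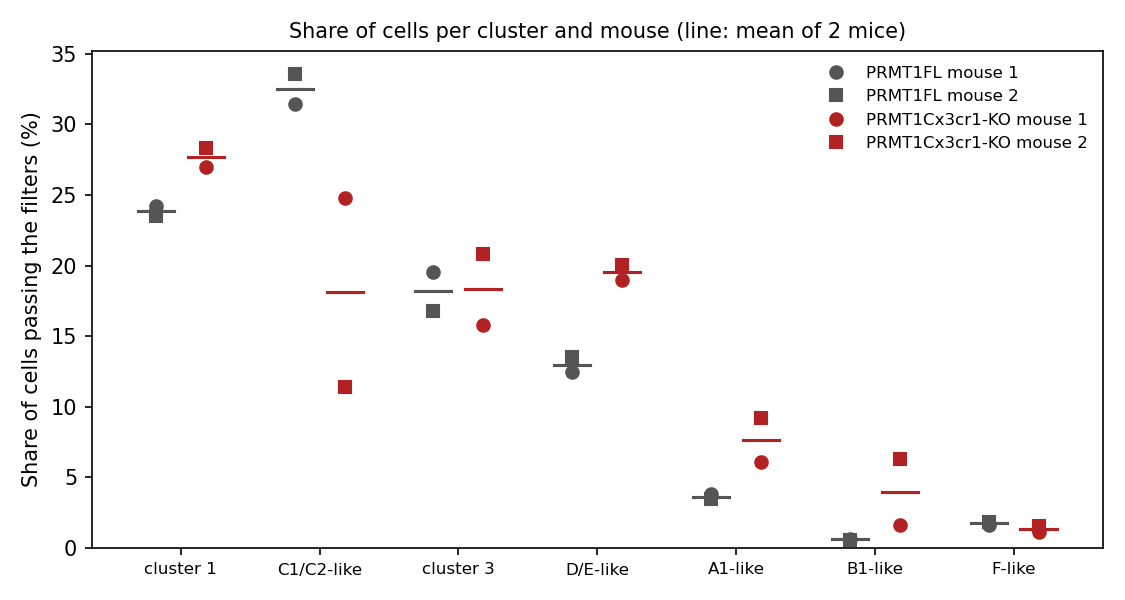
Share of each cluster in percent of the cells that passed the filters (vertical axis) for the clusters named on the horizontal axis. Grey stands for PRMT1FL and red for PRMT1Cx3cr1-KO; circles are mouse 1, squares mouse 2, and each line is the mean of 2 mice. The PRMT1Cx3cr1-KO mice lie apart from each other in the C1/C2-like cluster, at 24.8% and 11.4%, and both lie below the PRMT1FL mice there.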

Notably, single-cell mapping showed altered microglia composition in *PRMT1*^*Cx3cr1-KO*^ microglia, with the loss of C1 (11%), C2 (3%), and D (3%) populations with gains of B1 (9%) and E (24%) populations (Fig 2A–C). Close inspection revealed that the B1 cluster expressed transcripts found in disease-associated microglia phenotype (*Spp1*, *Cybb*, *Apoe*, and *Cd38*) (Fig 2C). 

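Cells with a UMI of Cd38 (ENSMUSG00000029084, chromosome 5 of mm10, 43868553 to 43912375) were compared with all other microglia in each mouse. They were rare, at 0.102 and 0.104% in PRMT1FL mice and 0.698 and 2.84% in PRMT1Cx3cr1-KO mice. The median log2 ratio of Spp1, Cybb and Apoe between cells with and without a UMI of Cd38 was 0.790 and 0.0475 in PRMT1FL mice and 1.54 and 1.31 in PRMT1Cx3cr1-KO mice, with a mean of 0.92. Spp1 was below its level in the other microglia in PRMT1FL mouse 2. In the sums per mouse, Cd38 had 0.132 ± 0.0274 CPM (SD, n = 2) in PRMT1FL mice and 3.52 ± 3.11 CPM in PRMT1Cx3cr1-KO mice, a log2 fold change of 4.71 (standard error 0.85, adjusted p = 0.0756 from edgeR). The 4 genes together had a median log2 fold change of -0.12 but a mean of 1.06, which Cd38 dominates, and the test by limma's camera took the direction of the mean (adjusted p = 0.763). Without PRMT1Cx3cr1-KO mouse 1 that test passed, with adjusted p = 0.0156 from camera. Spp1 changed by -0.22 and Apoe by -0.08 on the log2 scale (adjusted p = 0.278 and 0.756 from edgeR), and their genotype effect was not the same in all clusters: in D/E-like cells it lay 3.60 and 2.33 above that in other microglia (adjusted p = 8.9e-05 and 2.2e-04 from limma's voom fit with the mouse as a random block).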

The cluster E expressed mixtures of homeostatic microglia signature (*P2ry12* and *Sall1*) and genes associated with pro-inflammatory transcripts (*Tnfaip2* and *Nfkbia*) (Fig 2C). 

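Within microglial clusters, cells with a UMI of Tnfaip2 (ENSMUSG00000021281, chromosome 12 of mm10, 111442469 to 111455018) differed by genotype in how they carried the other listed genes. The median log2 ratio of P2ry12, Sall1 and Nfkbia between cells with and without such a UMI was -0.0772 and -0.0580 in PRMT1FL mice and 0.519 and 0.899 in PRMT1Cx3cr1-KO mice, and only Nfkbia was higher in these cells in the PRMT1FL mice. Cells with such a UMI were deeper, with a median of 12425 against 6518 UMIs in PRMT1FL mouse 2. With each cell thinned to 1000 UMIs the ratio was 0.245 and 0.0447 in PRMT1FL mice and 0.943 and 1.25 in PRMT1Cx3cr1-KO mice, so that its sign in PRMT1FL mice depends on depth while both PRMT1Cx3cr1-KO mice stayed higher. Tnfaip2 was found in 17.8 and 16.8% in PRMT1FL mice and 34.8 and 32.6% in PRMT1Cx3cr1-KO mice of the microglia. Summed per mouse, Tnfaip2 rose from 58.8 ± 13.7 CPM to 137 ± 26.2 CPM (SD, n = 2 each), a log2 fold change of 1.22 (standard error 0.19, adjusted p = 0.0567 from edgeR). It passed the threshold without either PRMT1Cx3cr1-KO mouse. The 4 E genes had a median log2 fold change of 0.30, each higher in PRMT1Cx3cr1-KO microglia (adjusted p = 0.00256 from limma's camera). Inside D/E-like cells the log2 fold change was -0.03 for P2ry12, -0.08 for Sall1, 4.08 for Tnfaip2 and 0.83 for Nfkbia. For Tnfaip2 this lay 3.56 above the change in other microglia (adjusted p = 1.9e-04 from limma's voom fit), and for Nfkbia 0.64 above it (adjusted p = 0.00599 from the same fit). Clustering on all variable genes divides most of these cells between a D-like and an E-like cluster of very unequal size in the genotypes, which also hold other cells, so the changes inside the joined cluster can also be changes in its makeup.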

The transition of microglia during the CPZ diet is poorly defined. Therefore, we subsequently used the scVelo algorithm, which uses the ratio of spliced to unspliced transcripts to infer RNA velocity and predict the transition of the clusters (Bergen et al, 2020), similar to previous work by our group (Couturier et al, 2020). In the *PRMT1*^*FL*^, the scVelo analysis showed two divergent trajectories of microglia, A1 to A2 clusters and B2 to C1 to C2 to D clusters (Fig 3A). The cluster A1 exclusively expressed (*Birc5*, *Mki67*, *Cdk1*, and *Ccnb2*) which are indicative of proliferating cells in addition to oxidative phosphorylation (OXPHOS) associated genes (Figs 2C and S3). 

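Birc5, Cdk1 and Ccnb2 lay in the same cells as Mki67 (ENSMUSG00000031004, chromosome 7 of mm10, 135689784 to 135716361). Between microglia with and without a UMI of Mki67 their median log2 ratio was 4.48 and 4.67 in PRMT1FL mice and 3.61 and 3.13 in PRMT1Cx3cr1-KO mice, a mean of 3.97, and each gene was higher in every mouse. Cells with a UMI of Mki67 made up 5.82 and 5.93% in PRMT1FL mice and 8.92 and 13.2% in PRMT1Cx3cr1-KO mice, counted without thinning. Across the sums per mouse the 4 genes had a median log2 fold change of 0.78 between genotypes, higher for each gene in PRMT1Cx3cr1-KO microglia (adjusted p = 3.9e-05 from limma's camera). Mki67 itself changed by 0.77 (standard error 0.20, adjusted p = 0.126 from edgeR), and Birc5 by 0.85 (standard error 0.17, adjusted p = 0.0848 from edgeR). With the cluster as a term the median of the list was 0.33 (adjusted p = 0.102 from camera on a voom fit).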

Cluster A2 also expressed OXPHOS genes (*Rps26*, *Ndufa1*, *Cox6a2*, and *Uqcc2*) and the cytoplasmic translation processing genes (*Rps26*, *Rpl41*, and *Rps8*) (Figs 2C and S3). Therefore, we will now call these A1 and A2 clusters “proliferating population,” and these subsets possibly emerge from the stress and inflammatory condition exerted by the CPZ diet.

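Cox6a2 (ENSMUSG00000030785, chromosome 7 of mm10, 128205435 to 128206387) was detected in 52.6 and 53.4% in PRMT1FL mice and 49.1 and 43.9% in PRMT1Cx3cr1-KO mice, as the share of microglia with a UMI. Ndufa1, Uqcc2, Rps26 and Rpl41 were each higher in microglia with a UMI of Cox6a2 than in those without in every mouse, by a log2 ratio of 0.37 (0.14 to 0.59 over the mice) for Ndufa1, 0.45 (0.14 to 0.67 over the mice) for Uqcc2, 0.23 (0.06 to 0.35 over the mice) for Rps26 and 0.28 (0.14 to 0.38 over the mice) for Rpl41. Rps26 and Rpl41 belong to a gene family with near-identical processed copies, so that their counts are uncertain. Cells with a UMI of Cox6a2 were also deeper, with a median of 10746 against 4959 UMIs in PRMT1FL mouse 2. The level of Cox6a2 fell from 417 ± 28.7 CPM in PRMT1FL to 191 ± 63.3 CPM in PRMT1Cx3cr1-KO microglia (SD, n = 2 each), with a log2 fold change of -1.13 (standard error 0.21, adjusted p = 0.0793 from edgeR).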

**Figure 3.**
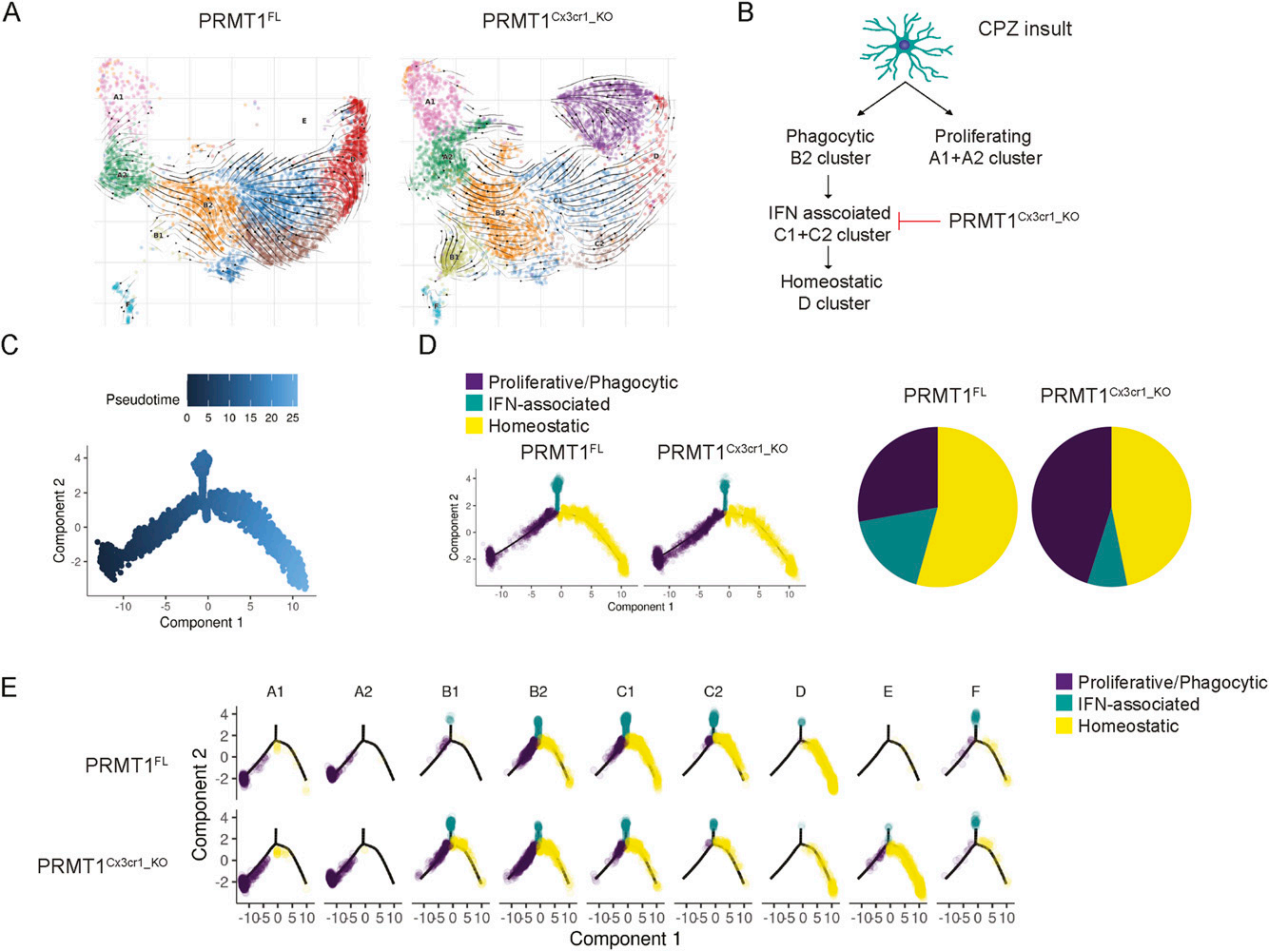
The MHC-associated cluster is lost with *PRMT1* deficiency. **(A)** Trajectory of microglia was analyzed using scVelo algorithm and projected on the UMAP. Black arrowheads indicate the transition of microglia from one cluster to the other. **(B)** Schema illustrating the transition of clusters according to the scVelo analysis. **(C, D)** Monocle pseudotime trajectory analysis using the sc-RNA seq data from *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^ microglia. **(C, D, E)** Cells are labelled according to (C), pseudotime, three defined states (D), and 9 clusters according to the three defined states (E).

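Genes of the phagolysosome and of lipid handling were set against Lpl (ENSMUSG00000015568, chromosome 8 of mm10, 68880491 to 68907448) cell by cell. Ctsl, Ctsd, Cspg4, Gusb, Ctsb and Lrp1 were higher in microglia with a UMI of Lpl in every mouse, by a median log2 ratio of 0.836 and 0.820 in PRMT1FL mice and 0.516 and 0.485 in PRMT1Cx3cr1-KO mice. Since Lpl was found in 75.7 and 76.5% in PRMT1FL mice and 75.1 and 80.5% in PRMT1Cx3cr1-KO mice of the microglia, this comparison rests partly on depth, and with each cell thinned to 1000 UMIs the mean over mice was 0.30 in place of 0.66. Cspg4 (ENSMUSG00000032911, chromosome 9 of mm10, 56865033 to 56899870) was higher in PRMT1Cx3cr1-KO microglia, at 47.5 and 43.9 in PRMT1FL mice and 75.4 and 82 in PRMT1Cx3cr1-KO mice in CPM, a log2 fold change of 0.78 (standard error 0.08, adjusted p = 0.0251 from edgeR). That call was kept without either PRMT1Cx3cr1-KO mouse and lost without PRMT1FL mouse 1 (adjusted p = 0.426 from edgeR) or PRMT1FL mouse 2 (0.497). The 7 genes with Lpl included showed no common direction, with a median log2 fold change of -0.10 and a mean of -0.03 (adjusted p = 0.763 from limma's camera).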

The B2 cluster was enriched for transcripts linked to phagolysosome (*Ctsl*, *Ctsd*, *Cspg4*, *Gusb*, and *Ctsb*) and lipid recycling (*Lpl* and *Lrp1*), signifying that the B2 cluster are phagocytic microglia likely involved in the demyelination from CPZ (Figs 2C and S3). 

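Itgax, the gene of CD11c, served as an anchor for interferon, cytokine and antigen-presentation genes. Between microglia with and without a UMI of Itgax the log2 ratio was -0.06 (-0.16 to 0.15 over the mice) for Irf7 and -0.11 (-0.29 to -0.01 over the mice) for Oasl2. For Il1b, Il1a, Tnf, Cxcl10 and Ccrl2 the median was 0.38 (0.12 to 0.56), and for Cd74, H2-Q4, H2-Ab1 and H2-D1 it was 0.72 (0.28 to 0.96), lowest in PRMT1Cx3cr1-KO mouse 2. With each cell thinned to 1000 UMIs these medians were 0.20 and 0.86, and that of the cytokine genes was below 0 in PRMT1Cx3cr1-KO mouse 2 (-0.10). H2-Q4 and H2-D1 belong to a family of similar genes whose reads the counting could have shared between members. Between genotypes the log2 fold change was -0.12 for Irf7 (standard error 0.34, adjusted p = 0.872 from edgeR) and -0.30 for Oasl2 (standard error 0.28, adjusted p = 0.597 from edgeR), and without PRMT1Cx3cr1-KO mouse 2 both were positive, at 0.35 and 0.11. The cytokine genes had a median log2 fold change of 0.02 (adjusted p = 0.506 from limma's camera), which was -0.35 without PRMT1Cx3cr1-KO mouse 1 (adjusted p = 0.00298, camera) and 0.35 without PRMT1Cx3cr1-KO mouse 2 (adjusted p = 2.3e-07, camera), so that their direction rests on 1 mouse. The antigen-presentation genes had a median of -0.98 and were each lower (adjusted p = 3.9e-05 from camera), and this call was kept with each mouse left out.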

B2 cluster transitioned to C1 to C2 clusters of which C1 and C2 express high levels of IFN-associated transcripts (*Irf7*, *Oasl2*, *Stat1*, and *Itgax*), pro-inflammatory cytokine and chemokine transcripts (*Il1b*, *Il1a*, *Tnf*, *Cxcl10*, and *CCrl2*), and MHCI and II processing transcripts (*CD74*, *H2-Q4*, *H2-Ab1*, and *H2-D1*) (Figs 2C and S3). Therefore, we will call the B2 cluster the “phagocytic population” and C1 to C2 clusters the “MHC-associated population.” Finally, the MHC-associated cluster transitioned to the D cluster, which expressed homeostatic microglia markers (*Tmem119*, *Seplg*, *Siglech*, and *Sox4*) (Fig 2C). 

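Microglia with a UMI of Sox4 (ENSMUSG00000076431, chromosome 13 of mm10, 28948919 to 28953713), 24.7 and 30.5% in PRMT1FL mice and 29.4 and 27.3% in PRMT1Cx3cr1-KO mice, carried more Tmem119, Selplg and Siglech than those without, by a median log2 ratio of 0.23 (0.17 to 0.31 over the mice). The 4 D genes had a median log2 fold change of -0.07 in PRMT1Cx3cr1-KO microglia (adjusted p = 0.114 from limma's camera), and -0.17 without PRMT1FL mouse 1 (adjusted p = 0.0386, camera). Siglech (ENSMUSG00000051504, chromosome 7 of mm10, 55768178 to 55778925) was the only member called and fell from 436 ± 14.7 CPM to 275 ± 19.8 CPM (SD, n = 2 each), with a log2 fold change of -0.66 (standard error 0.08, adjusted p = 0.0377 from edgeR). Its call was lost without PRMT1FL mouse 1 (adjusted p = 0.447 from edgeR) and without PRMT1FL mouse 2 (0.514). Tmem119 changed by 0.17 (adjusted p = 0.358 from edgeR) over all microglia.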

In stark contrast, the loss of PRMT1 completely blocked the transition from B2 to C1 cluster, thus abolishing the MHC-associated and homeostatic clusters (Fig 3A and B). 

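Microglia of the genotypes were compared gene by gene in the sums per mouse, with cells never counted as replicates. Of 13838 genes, 88 differed at an adjusted p of 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 66 higher and 22 lower in PRMT1Cx3cr1-KO microglia, and 48 of them by more than 2-fold. Unadjusted, 2754 genes had p under 0.05, and DESeq2 called 717. With 1 mouse left out, the spread comes only from the genotype that keeps 2 mice. Calls were fewest where the PRMT1Cx3cr1-KO mice, which differed more from each other, supplied it. They were most where the PRMT1FL mice did. Over these fits the log2 fold change of Prmt1 stayed at -0.45 to -0.33 and that of Cx3cr1 at -0.95 to -0.85. A call lost without a PRMT1FL mouse can therefore reflect the spread and not a smaller effect. Among the 55 genes named beforehand from the paper, 4 were called, Cspg4 upward and H2-Eb1, Siglech and Cx3cr1 downward. Adjusted over the list alone, 25 were, 13 of them upward, which is not independent evidence since the study chose the list on these samples. H2-Eb1 (ENSMUSG00000060586, chromosome 17 of mm10, 34305867 to 34316674) fell by 2.60 on the log2 scale (standard error 0.34, adjusted p = 0.0456 from edgeR), with 5521 and 5984 UMIs in PRMT1FL and 1383 and 771 in PRMT1Cx3cr1-KO microglia. The call was kept without either PRMT1Cx3cr1-KO mouse and lost without PRMT1FL mouse 1 (adjusted p = 0.426, edgeR) or PRMT1FL mouse 2 (0.514). H2-Aa (log2 fold change -2.74 (adjusted p = 0.0702)), Cd74 (-2.23 (adjusted p = 0.0990)), H2-Ab1 (-1.39 (adjusted p = 0.0515)) and Itgax (-1.55 (adjusted p = 0.0930)) lay above the threshold of edgeR with all mice and below it without either PRMT1Cx3cr1-KO mouse. Cx3cr1 (ENSMUSG00000052336, chromosome 9 of mm10, 119901616 to 120069879) changed by -0.90 (adjusted p = 0.0184) by edgeR, a call lost without either PRMT1FL mouse (0.377 and 0.497); the recombinase is driven from this gene in PRMT1Cx3cr1-KO mice only. The largest called rises were Mgst1, Amy1, Cfp, Tfec and Trim16, 3.39 to 5.91 on the log2 scale, at 2 to 41 UMIs in the PRMT1FL mice together. The other falls among the largest were the haemoglobin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, of which Hba-a1 had 4771 and 1423 UMIs in PRMT1FL and 0 in both PRMT1Cx3cr1-KO mice.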

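Each microglial cell was thinned to 1000 UMIs to compare shares of cells at equal depth, leaving out 292 and 179 cells of PRMT1FL and 372 and 398 of PRMT1Cx3cr1-KO mice. Cd74 (ENSMUSG00000024610, chromosome 18 of mm10, 60803848 to 60812652) was then found in 23% (22.2 to 23.9) and 26.7% (25.7 to 27.7) of the cells in PRMT1FL mice and in 13.9% (13.3 to 14.6) and 5.50% (5.07 to 5.95) in PRMT1Cx3cr1-KO mice, with Wilson 95% intervals that cover counting error only. In cluster 9, taken as background, the shares were 3.43%, 5.65%, 2.50% and 6.67% of 175, 124, 40 and 15 cells, too few in PRMT1Cx3cr1-KO mice to set a level there. Unthinned shares of Cd74 were 49.3 and 54.9% in PRMT1FL mice and 37.8 and 22% in PRMT1Cx3cr1-KO mice. Itgax (ENSMUSG00000030789, chromosome 7 of mm10, 128129547 to 128150657) was found in 11.1% (10.5 to 11.7) and 11.8% (11.1 to 12.6) of the thinned cells of PRMT1FL and in 6.10% (5.64 to 6.59) and 2.84% (2.53 to 3.18) of those of PRMT1Cx3cr1-KO mice, against 1.14%, 0.806%, 2.50% and 0% in cluster 9 and unthinned shares of 37.9 and 41.2% in PRMT1FL mice and 25.1 and 15.1% in PRMT1Cx3cr1-KO mice. For H2-Eb1 the thinned shares were 4.05 and 5.15% in PRMT1FL mice and 1.31 and 0.460% in PRMT1Cx3cr1-KO mice, the unthinned ones 10.3 and 13.9% in PRMT1FL mice and 4.37 and 1.84% in PRMT1Cx3cr1-KO mice, and those in cluster 9 of PRMT1FL mice 1.14% and 0.806%. Before thinning the median depth was 6337 and 7222 in PRMT1FL mice and 6396 and 7025 in PRMT1Cx3cr1-KO mice for microglia and 2983 and 3166 in PRMT1FL mice and 1754 and 1973 in PRMT1Cx3cr1-KO mice for cluster 9, in UMIs. In each comparison both PRMT1Cx3cr1-KO mice lay below both PRMT1FL mice, for which the exact permutation test gives a 2-sided p = 0.333 (n = 2 each), the smallest possible. By cluster, Cd74 fell in C1/C2-like cells from 1818 and 2314 CPM to 782 and 269 CPM. C1/C2-like cells were reduced in PRMT1Cx3cr1-KO mice and remained in both. RNA velocity, which needs spliced and unspliced counts, and pseudotime were not analysed here. In the paper's velocity analysis the step from B2 to C1 was blocked in PRMT1Cx3cr1-KO mice (Fig. 3A and B). The paper concludes that the loss of PRMT1 impedes the transition of microglia from the phagocytic to the MHC-associated and homeostatic populations. It describes these populations as abolished. It also draws on Monocle trajectories and on flow cytometry of MHCII and CD11c, which were not analysed here.

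**Figure D2:**
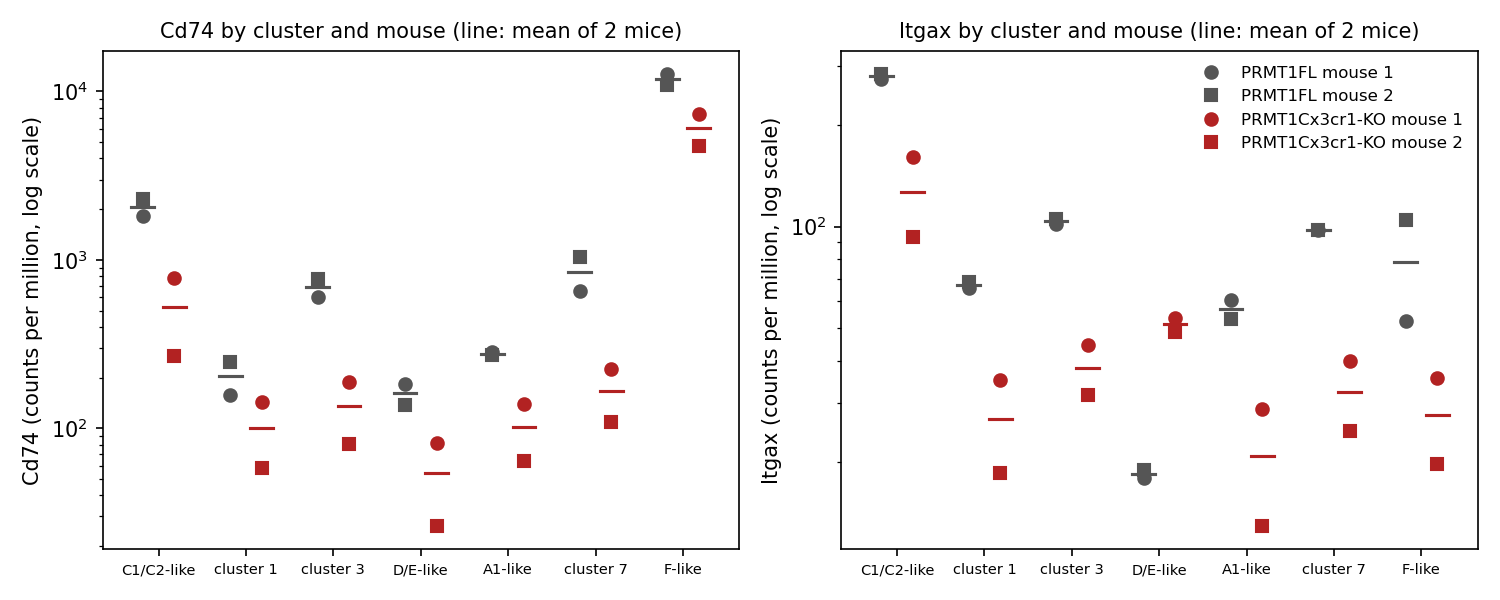
Level of Cd74 (left) and Itgax (right) in CPM, on a log axis, for the microglial clusters other than B1-like, which is not shown, and for the F-like cluster. Grey is PRMT1FL and red PRMT1Cx3cr1-KO, circles are mouse 1 and squares mouse 2; Itgax was itself among the genes that led the C1/C2-like cluster. In C1/C2-like cells Cd74 was 2066 CPM on average in PRMT1FL and 525 CPM in PRMT1Cx3cr1-KO mice.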

To summarize, wild-type microglia adopt two defined trajectories upon CPZ insult, proliferating microglia or phagocytic/MHC-associated/homeostatic microglia, but the loss of PRMT1 impedes the transition from phagocytic to MHC-associated and ultimately to homeostatic microglia (Fig 3B).

We further performed monocle analysis, which aligns the cells in the pseudotime trajectory (Qiu et al, 2017) (Fig 3C). In a similar fashion as scVelo analysis, *PRMT1*^*FL*^ microglia begin with the proliferative state (A1 and A2 clusters), which then transition to phagocytic (B2 cluster), MHC-associated clusters (C1 and C2), and homeostatic state (Fig 3D). 

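Among clusters without a name, cluster 1, in which Cspg4 was among the leading genes, held 24.2 and 23.5% in PRMT1FL mice and 27 and 28.3% in PRMT1Cx3cr1-KO mice of the cells that passed the filters. The log2 ratio was 0.21 (standard error 0.23, adjusted p = 0.444 from edgeR on cell numbers). With the resolution lowered by 0.2 only 47.9% of the cluster matched to it were cells of cluster 1, so no ratio of cluster 1 is read there. Cluster 3, led by haemoglobin genes of PRMT1FL mice and by the cell-cycle genes Ube2c and Pbk, held 19.6 and 16.8% in PRMT1FL mice and 15.8 and 20.8% in PRMT1Cx3cr1-KO mice (log2 ratio 0.01, standard error 0.28, adjusted p = 0.968 from edgeR), with no common direction over the mice. Cells were not ordered along a pseudotime here.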

In *PRMT1*^*Cx3cr1-KO*^ microglia, proliferating and phagocytic microglia are dominant populations that are hindered to transition to the MHC-associated and homeostatic populations (Fig 3D and E). We further confirmed the single-cell analysis results by performing FACS on *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^ microglia during the CPZ diet. We analyzed the CD11c+ and MHCII+ microglia for their presence of markers of the MHC-associated cluster. Consistently, during the CPZ diet, we found an increased number of MHCII+ (35.3%) and CD11c+ (37.7%) microglia in the *PRMT1*^*FL*^ (Fig 4A–D). In contrast, *PRMT1*^*Cx3cr1-KO*^ microglia did not increase the MHCII+(5.64%) and CD11c+ (9.15%) populations during the CPZ diet (Fig 4A–D). These data suggest that *PRMT1*^*Cx3cr1-KO*^ mice are deficient in the MHC-associated microglia cluster expressing MHCII and CD11c during the CPZ diet.

**Figure 4.**
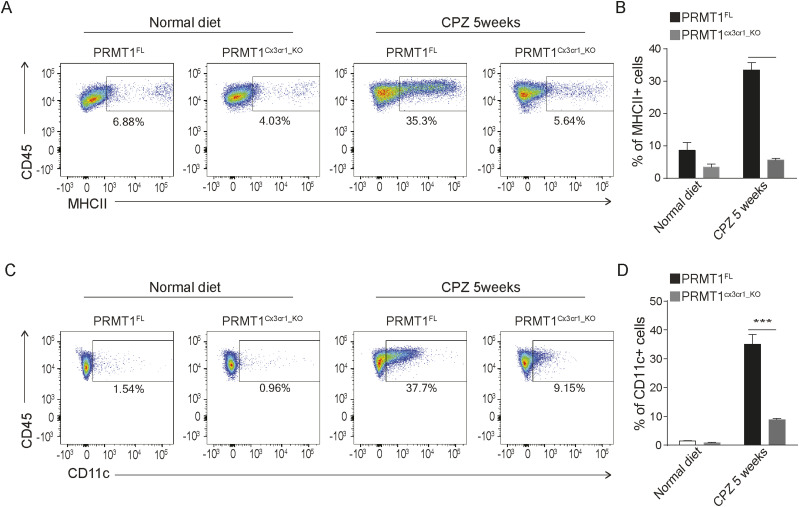
The MHC-associated cluster expresses MHCII and CD11c. **(A)** Representative FACs analysis of MHCII+ microglia at the indicative time points in *PRMT1*^*FL*^(n = 3) and *PRMT1*^*Cx3cr1-KO*^ (n = 3). **(B)** Bar graph visualizing the percent positive of MHCII microglia. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (****P < 0.0001). **(C)** Representative FACs analysis of CD11c+ microglia during the normal and 5 wk of CPZ diet in *PRMT1*^*FL*^(n = 3), and *PRMT1*^*Cx3cr1-KO*^ (n = 3). **(D)** Bar graph visualizing the percent of positive CD11c microglia. Data presented as mean ± SEM. *P*-values were analyzed using Mann–Whitney U-statistical test (***P < 0.001).

### H3K27ac peaks of MHC-associated transcripts are lost in PRMT1-deficient microglia

PRMT1 methylates histone 4 arginine 3 (H4R3me2a) (Wang et al, 2001) activating transcription with the subsequent acetylation of histones (Huang et al, 2005). Genome-wide H4R3me2a are notoriously impossible to perform as enrichment is not observed for chromatin immunoprecipitation (ChIP) (Guccione & Richard, 2019). Combined with a relatively small yield of microglia cells per mouse, H4R3me2a ChIP-seq was thus not feasible. As an alternative, we performed H3K27ac ChIP-sequencing (Table S2) and bulk RNA-sequencing (Table S3) in *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^ microglia during the normal and CPZ diet to decipher if PRMT1 could impact the transcriptional landscape of microglia (Fig 5A). Specifically, during the CPZ diet, we isolated *PRMT1*^*FL*^ microglia according to the CD11c+ and CD11c− populations (Fig 5A). The heat map and density plots show a striking increase of H3K27ac during the CPZ diet in both *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^ microglia compared with the normal diet (Fig 5B and C). Interestingly, during the CPZ diet, the increase of H3K27ac peak and tag count densities was partially suppressed in the *PRMT1*^*Cx3cr1-KO*^ compared with the *PRMT1*^*FL*^. These findings suggest PRMT1 is required for the subsequent deposition of H3K27ac at specific promoters (Fig 5C), either by the deposition of H4R3me2a or the methylation of transcription factors or coactivators (e.g., histone acetyltransferases) that results in H3K27ac. Further analysis showed reduced H3K27ac peak at the gene promoter regions associated with IFN (*Ikkbe*, *Gadd24b*, *Irf1*, *Csf1*, and *Cd11c*) and MHCII (*H2-ab1*, *H2-eb1*, and *H2-aa*) in *PRMT1*^*Cx3cr1-KO*^ compared with *PRMT1*^*FL*^ (Fig 5D). Likewise, the decrease in the H3K27ac at the IFN and MHCII-associated genes reduced the total mRNA levels (Fig 5E). Collectively, our data point to a role of PRMT1 in transcriptionally activating MHC-associated genes for the generation of MHC-associated microglia clusters.

Table S2. H3K27ac ChIP-sequencing dataset.

Table S3. RNA-sequencing dataset.

**Figure 5.**
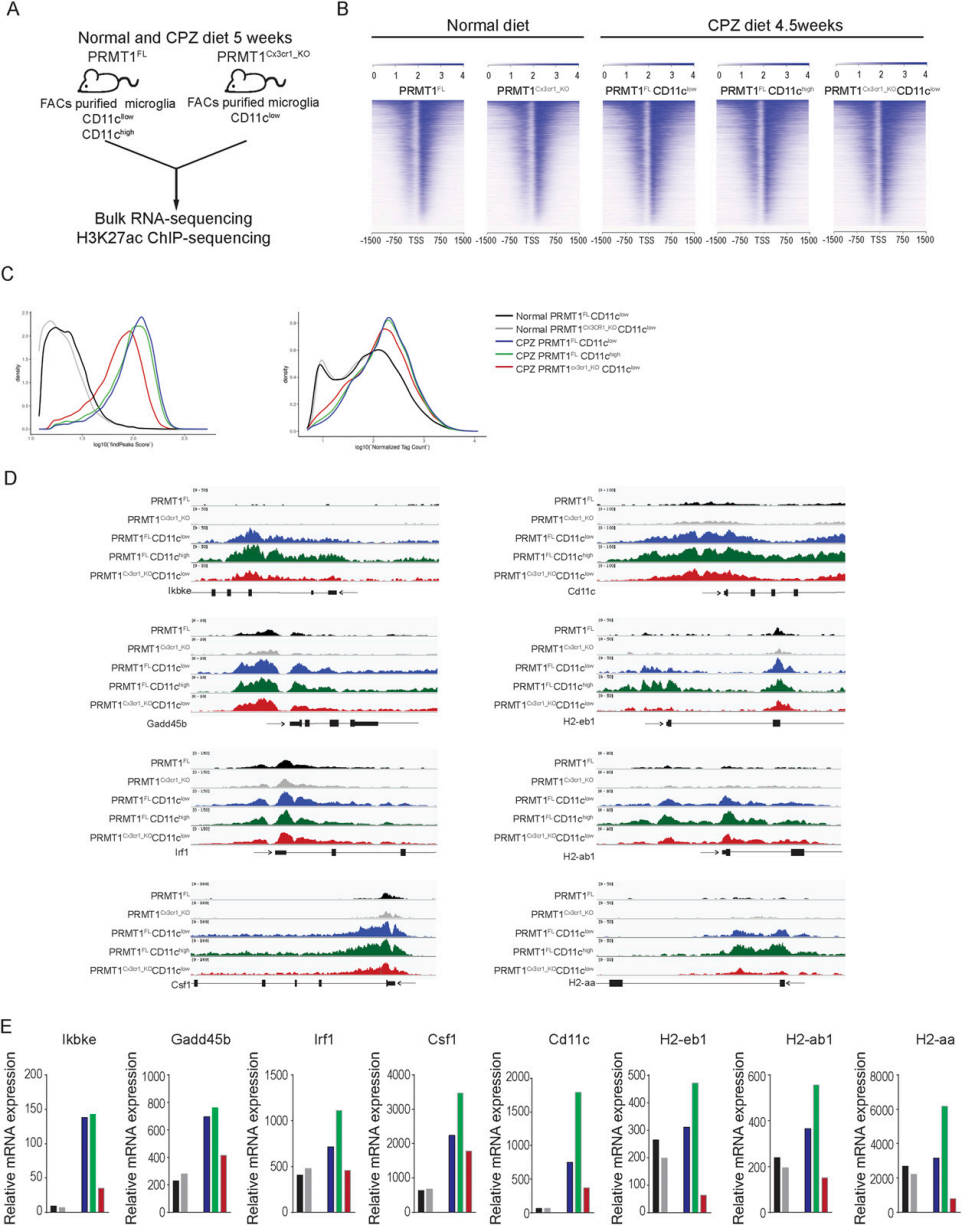
PRMT1 is required for the H3K27ac deposition at the promoters of the MHC-associated genes. **(A)** Schematic illustrating ChIP-sequencing and RNA-sequencing of *PRMT1*^*FL*^ and *PRMT1*^*Cx3cr1-KO*^ microglia on a normal diet and CPZ diet for 5 wk. **(B)** H3K27ac enrichment at the transcriptional site (TSS) of genes in *PRMT1*^*FL*^, *PRMT1*^*Cx3cr1-KO*^, *PRMT1*^*FL*^CD11c^low^, *PRMT1*^*FL*^CD11c^high^, and *PRMT1*^*Cx3cr1-KO*^CD11c^low^ microglia. **(C)** H3K27ac peaks (left) and tag counts (right) were illustrated according to the densities. **(D)** A genome track of the IFN-associated loci including Ikbke, Gadd45b, Irf1, Csf1, Cd11c, H2-eb1, H2-ab1, and H2-aa displaying H3K27ac ChIP-seq in *PRMT1*^*FL*^(black), *PRMT1*^*Cx3cr1-KO*^(grey), *PRMT1*^*FL*^CD11c^low^(blue), *PRMT1*^*FL*^CD11c^high^(green), and *PRMT1*^*Cx3cr1-KO*^CD11c^low^(red) microglia. **(E)**mRNA-expression of MHC-associated genes in *PRMT1*^*FL*^(black), *PRMT1*^*Cx3cr1-KO*^(grey), *PRMT1*^*FL*^CD11c^low^(blue), *PRMT1*^*FL*^CD11c^high^(green), and *PRMT1*^*Cx3cr1-KO*^CD11c^low^(red) microglia.

## Discussion

In the present article, we define a function for PRMT1 in microglia during CPZ-induced demyelination and remyelination in the CNS. We observed that PRMT1, but not PRMT5, was required to modify microglia to promote remyelination in the CNS. This failure in remyelination in PRMT1-deficient mice was also associated with prolonged microgliosis and astrogliosis as well as reduced OPCs recruited at sites of demyelination. Notably, PRMT1 regulated the generation of the MHC-associated microglia cluster known to express MHCII and CD11c during the entire demyelination and remyelination periods. The loss of PRMT1 reduced the gene expression of MHC-related genes in microglia by influencing the deposition of the activation mark, H3K27ac, at the promoters of these genes and ultimately preventing their expression. Taken together, we identified a role for the PRMT1 in regulating the MHC-associated microglia population, indispensable for efficient remyelination in the CNS.

Our results show that H3K27ac marks are lost at the promoters of the MHC- and IFN-associated transcripts in PRMT1-deficient microglia. It is likely that the decrease in H3K27ac is the result of decreased presence of PRMT1-mediated H4R3me2a (Wang et al, 2001) at the promoters of these transcripts. Indeed, H4R3me2a is known to induce the subsequent acetylation of histones consistent with PRMT1 being essential for the establishment of active chromatin modifications (Huang et al, 2005). Although we propose a positive role for PRMT1 in MHCII gene expression in microglia, an opposite role for PRMT1, namely, as a repressor of MHCII transcription, has been reported in macrophages by promoting the arginine methylation and the degradation of the class II transactivator (CIITA) (Fan et al, 2017). In macrophages, PRMT1 is needed for their differentiation into a more anti-inflammatory phenotype via H4R3me2a methylation at the PPARγ promoter (Tikhanovich et al, 2017). Moreover, methylation of TBK1 by PRMT1 is needed for its oligomerization and stimulation of type I IFN production (Yan et al, 2021). As a result of this, myeloid-specific PRMT1 knockout mice are more susceptible to viral infection (Tikhanovich et al, 2017; Yan et al, 2021).

The loss of PRMT5 in microglia did not have significant ramifications in the CNS during the cuprizone diet. We were surprised by these findings because PRMT5 regulates a diverse spectrum of lymphocyte biology and is involved in pattern recognition receptors sensing in macrophage (Cui et al, 2020; Ma et al, 2021). Furthermore, it is also required in oligodendrocyte progenitor cells for their differentiation and survival for CNS myelination by epigenetically regulating genes required for differentiation (Scaglione et al, 2018) and myelin basic protein (Branscombe et al, 2001). Because our study was limited to the cuprizone-diet model, we cannot rule out that PRMT5 might play a role during microglia development or in a different pathological context of the CNS.

We did not observe any significant change in the gene expression between microglia from wild type and *PRMT1*^*Cx3cr1-KO*^ mice; however, we did observe a slight decrease in MHCII expression in the PRMT1-deficient microglia on a normal diet (Fig 4A and B), suggesting PRMT1 may affect the homeostatic function of microglia. However, upon CPZ-diet, the microglia loss of PRMT1 had a more profound impact on the regulation of microglia subpopulations derived from this brain injury. These findings suggest that PRMT1 is likely required for the proper activation of microglia to transition to specific microglia subsets such as the MHC-associated cluster.

Transcriptional changes in microglia during de/remyelination processes have been previously defined (Lloyd & Miron, 2019). Using scVelo and Monocle analysis to define the trajectory of microglia during demyelination and remyelination, we observed that microglia begin as a proliferative population (*Ki67* and *Cdk1*), transitioning to phagocytic (*Ctsl* and *Lpl*), IFN-associated (*Irf7* and *Oasl2*), and MHC-associated (*Cd74* and *H2-Aa*) subpopulations before becoming homeostatic (*Tmem119* and *Seplg*). The proposed trajectory is reminiscent of the transitional states of phagocytic APCs found in the periphery such as dendritic cells and macrophages (Kambayashi & Laufer, 2014).

We did not add a transcriptional inhibitor (e.g., flavopiridol or actinomycin D) to our buffers during the microglial isolation procedure. We did not find evidence that expression of CCL3, CCL4, JUN, and HSPA1A mRNAs, which are markers of spurious transcriptional induction associated with enzymatic-based isolation of microglia (Marsh et al, 2022) drove a specific cluster based on single-cell RNA-seq data. For example, CCL3 and CCL4 were elevated in clusters B2 and C2, JUN in D, and HSPA1A in F (Table S1). 

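In CPM averaged over the 4 mice (mean ± SD, n = 4), Ccl3 (ENSMUSG00000000982, chromosome 11 of mm10, 83647844 to 83649355) was highest in cluster 7 at 1849 ± 87.5 and in C1/C2-like cells at 1748 ± 151, with 1485 ± 72.3 in cluster 1 and 434 ± 65.8 in B1-like cells. Ccl4 was also highest in cluster 7 at 4536 ± 317 and in C1/C2-like cells at 4057 ± 123, and among microglial clusters lowest in cluster 3 at 449.9 ± 28.5. Jun (ENSMUSG00000052684, chromosome 4 of mm10, 95049034 to 95052222) reached 3883 ± 1286 in D/E-like cells, against 1786 ± 434 in F-like and 1326 ± 128 in C1/C2-like cells. Hspa1a (ENSMUSG00000091971, chromosome 17 of mm10, 34969190 to 34972156), whose near-identical neighbour Hspa1b can share its reads, was at 319 ± 146 in F-like cells and 187 ± 72.1 in D/E-like cells, higher in F-like cells in each mouse, and at 80.0 ± 36.2 in cluster 7. Between genotypes, edgeR gave log2 fold changes of -0.30 for Ccl3, -0.03 for Ccl4, -0.08 for Jun and -0.31 for Hspa1a, with adjusted p from 0.190 to 0.902.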

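To see how far genes that respond to tissue dissociation shaped the clusters, the clustering was repeated with 22 immediate-early, heat-shock and chemokine genes left out as well, among them Fos, Jun, Egr1, Hspa1a, Ccl3 and Ccl4. The rule for the resolution then gave 0.4 in place of 0.3, so the values below hold both changes. C1/C2-like, A1-like, B1-like, D/E-like and F-like clusters were found again. The log2 ratio of their shares between PRMT1Cx3cr1-KO and PRMT1FL mice, from edgeR on cell numbers, was then -0.78 (adjusted p = 0.200) for C1/C2-like, 0.52 (adjusted p = 0.187) for D/E-like, 1.07 (adjusted p = 0.0908) for A1-like, 4.22 (adjusted p = 0.0559) for B1-like and -0.04 (adjusted p = 0.968) for F-like cells. For B1-like cells the main clustering gave 2.66, the largest move among these ratios. The B1-like cluster held 575 cells in the repeated clustering, against 974 in the main one, so the 2 ratios do not describe the same cells. No share passed the threshold in this clustering.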

Given this, genotypes and experimental conditions, but not the isolation procedure used, were likely the main variables driving the clusters identified in our analyses.

The exact cellular functions of the MHC-associated cluster enabled by PRMT1 that promote remyelination of the CNS remain to be elucidated. For example, does MHC-associated microglia directly impact remyelination by secreting neurotrophic factors to promote OPCs proliferation or differentiation? During postnatal development or de/remyelination pathology, the CD11c+ microglia population expands at the white matter regions and secrete neurotrophic factor such as Igf1 to promote myelinogenesis (Wlodarczyk et al, 2017). Analysis of our scRNA-seq data revealed that the MHC-associated cluster arose with de/remyelination pathology and exclusively expressed CD11c. 

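Itgax, which encodes CD11c, was one of the genes that led the C1/C2-like cluster, so its high level there, 275 and 285 in PRMT1FL mice and 161 and 93 in PRMT1Cx3cr1-KO mice in CPM, partly follows from how the cluster was found. Outside this cluster Itgax was lower but present. In PRMT1FL mice it was at 102 and 105 CPM in cluster 3, 98 and 98 CPM in cluster 7, 65.8 and 68.6 CPM in cluster 1 and 60.4 and 53.2 CPM in A1-like cells. The level was 17.9 and 19 CPM in D/E-like cells of PRMT1FL mice, the lowest of the microglial clusters in those mice. These values are levels of transcript, not of CD11c protein, and all come from mice on the CPZ diet.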

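Igf1 (ENSMUSG00000020053, chromosome 10 of mm10, 87858265 to 87937042) was summed per cluster and mouse and is given in CPM as mean ± SD over 4 mice. Its level was 554 ± 53.9 in B1-like cells, 287 ± 59 in cluster 3, 281 ± 57.9 in C1/C2-like cells, 227 ± 59.5 in cluster 1 and 165 ± 55.4 in A1-like cells. The B1-like level lay above those of the other clusters in each mouse. D/E-like cells were at 17 and 12.6 in PRMT1FL mice and 168 and 279 in PRMT1Cx3cr1-KO mice, so that the mean over all mice hides a difference between genotypes there; whether these are the same kind of cell in both genotypes stays open, because clustering on all variable genes divides them.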

*Igf1* was expressed in all clusters, except cluster D, with highest expression being in clusters A1, A2, B1, and B2 that do not change much in *PRMT1*^*Cx3cr1-KO*^ mice (Fig S4A). 

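Over all microglia Igf1 was at 201 ± 6.13 CPM in PRMT1FL and 270.3 ± 50.8 CPM in PRMT1Cx3cr1-KO mice (SD, n = 2 each). The log2 fold change was 0.42 (standard error 0.13, adjusted p = 0.149 from edgeR), with both PRMT1Cx3cr1-KO mice above both PRMT1FL mice. Leaving out PRMT1Cx3cr1-KO mouse 1 gave 0.61 (adjusted p = 2.6e-05 from edgeR). The change was not the same over clusters: it was 0.39 in microglia outside the D/E-like cluster and 3.98 within it, a difference of 3.59 (standard error 0.41, adjusted p = 6.7e-04 from limma's voom fit with the mouse as a random block).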

Although a loss of CD11c+ microglia population, as defined by protein expression, in *PRMT1*^*Cx3cr1-KO*^ microglia was observed, no significant decrease *Igf1* mRNA expression level was noted that could account for the remyelination phenotype we observe. *Igf1* expression increased significantly with CPZ diet in both WT_CD11cLo and KO_CD11cLo. The increase in *Igf1* mRNA of the KO_CD11cLo was similar to the WT_CD11cHi microglia (Fig S4B). Therefore, absence of PRMT1 does not compromise production of Igf1 by microglia which suggests that alternative defective mechanisms limit remyelination. Although we did not observe at 5 wk by TEM microscopy obvious defects in myelin debris clearance, we cannot rule out this mechanism completely as failure to do so hinders remyelination in the CPZ model (Lampron et al, 2015). Another possible explanation of remyelination failure in *PRMT1*^*Cx3cr1-KO*^ mice could be attributed to persistent microgliosis during the remyelination period. It has been shown that microglia undergo necroptosis to give rise to the pro-regenerative microglia population to promote CNS remyelination (Lloyd et al, 2019). Therefore, the MHC-associated cluster might play a significant role in eventually allowing for timely microglia cell death required for OPC migration and proliferation at demyelinating sites (Kirby et al, 2006; Hughes et al, 2013).

**Figure S4.**
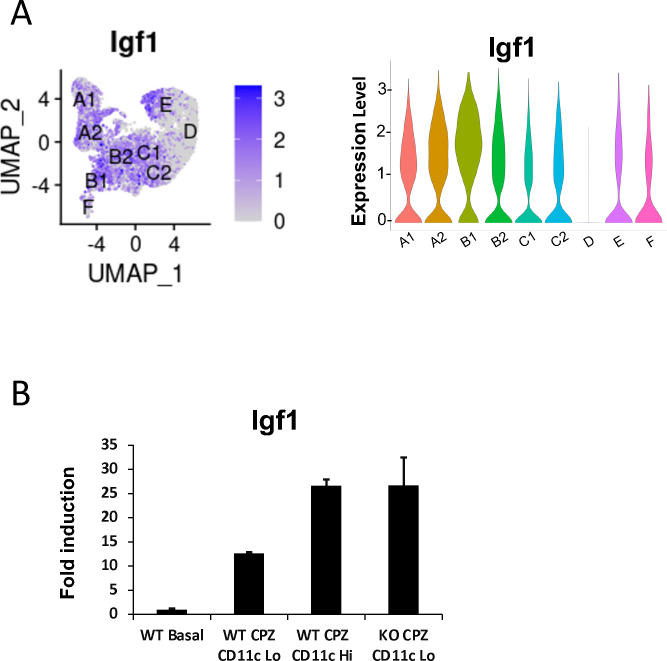
Igf1 mRNA levels. **(A)** Representative UMAP visualization of Igf1 expression within the nine distinct clusters of microglia and violin plots of Igf1 for individual clusters. **(B)** RNA-seq read-count from Table S3 of Igf1 expression in WT_Basal, WT_CPZCD11cLo, WT_CPZCD11cHi, KO_CPZCD11cLo.

In conclusion, we report PRMT1 as a molecular driver of the MHC-associated microglia cluster during CNS demyelination. Therefore, strategies to enhance PRMT1 expression might be therapeutically beneficial for the promotion of CNS remyelination in demyelinated areas.

## Materials and Methods

### Mice

The *PRMT1*^*FL*^ (Yu et al, 2009) and *PRMT5*^*FL*^ (Calabretta et al, 2018) alleles were generated previously and maintained on the C57BL/6 background. These mice were bred with *Cx3cr1*^*CreERT*^ driver mice (# 021160; Jackson Lab). To induce the Cre recombinase activity, tamoxifen (T5648; Millipore-Sigma) dissolved in corn oil (C8267; Millipore-Sigma), was intraperitoneally injected (1 mg/ml) in 5–6-wk-old mice for five consecutive days. For all mice procedures, age- and sex-matched mice were used for the experiments. All animal works were carried out following the McGill University guidelines directed by the Canadian council of animal care.

### Microglia isolation

To isolate microglia, adult mice were anesthetized by administrating isoflurane and perfused with ice-cold PBS. The brain was isolated, chopped into fragments, and enzymatically dissociated using a neural tissue dissociation kit (Miltenyi Biotec Inc.). To remove myelin debris, cells were spun down in 30% percoll gradient for 20 min at 600*g* (accel 5 and decel 1). The myelin layer was carefully discarded, and pellets were filtered through 70 μm strainer and washed two times with 1× HBSS. Subsequently, cells were stained in FACs buffer with targeted antibodies.

### Flow cytometry

To isolate microglia, cells were first Fc-blocked with anti-CD16/32 (1:200; BD Biosciences). Cells were then stained with anti-CD11b APC (1:200; BioLegend), anti-CD45 BV786 (1:200; BD Biosciences), anti-CD11c PE (1:400; BioLegend), and anti-MHCII BUV737 (1:200; BD Biosciences) for 30 min at 4°C. Cells were washed with PBS and stained with LIVE/DEAD Fixable Aqua Dead Cell Stain (1:500; Invitrogen) for 20 min. CD11b+/CD45inter microglia were sorted using a FACSAria Fusion (BD Bioscience). Cells were washed and stained for LIVE/DEAD Fixable far-red dead Cell Stain (1:500; Invitrogen) for 20 min and washed with PBS. Cells were analyzed on LSR Fortessa and FlowJo software (Tree Star).

### Cuprizone diet

5–6-wk-old *PRMT1*^*FL*^, *PRMT1*^*Cx3cr1-KO*^, *PRMT5*^*FL*^, and *PRMT5*^*Cx3cr1-KO*^ mice were injected with tamoxifen and 2 wk later the cuprizone diet (CPZ) was initiated. The 0.2% CPZ (Millipore-Sigma) was mixed with the powdered standard diet (Envigo Teklad) and fed for 5 wk. To induce remyelination, mice were fed with standard chow for 1 or 3 wk.

### Immunohistochemical analysis for in vivo brain section

Anesthetized mice were first perfused with PBS followed by 4% PFA. Brains were isolated and incubated in 4% PFA for overnight and subsequently placed on graded sucrose (10%, 20%, 30%) for 24 h at 4°C each. The brains were embedded with OCT compound and snap-frozen in a mixture of dry ice and isopentane. Next, 12 μm of serial coronal section of the brain was sliced with a cryostat (Leitz Camera) and mounted immediately onto Superfrost (+) slides (Fisherbrand). Immunofluorescent staining was performed by blocking the sections with 5% BSA containing 0.3% Triton X-100 in PBS for 1 h. The following primary antibodies were incubated overnight at 4°C: Iba-1 (1:200; WAKO), Iba-1 (1:200; Millipore), anti-GFAP (1:300; Abcam), anti-Olig2 (1:200; NovusBiologicals), and anti-Mac2 (1:200; Cedarlane) antibodies. Sections were washed three times with PBS and subsequently incubated for 1 h with the following secondary conjugated antibodies at RT: Alexa Fluor 488 (1:200; Invitrogen) and Alexa Fluor 568 (1:200; Invitrogen). Counterstain was performed with DAPI for 30 s and mounted. For floating sections, 30 μm of the coronal section was sliced and immersed in PBS and followed the procedure described above. The presence of myelin was observed using a Black-Gold II staining kit (TR-100-BG; Biosensis) according to the manufacture’s instruction (Millipore).

### 3D reconstruction of microglia

Free-floating 30 μm of the coronal sections of brain were stained with anti-Iba-1 overnight at 4°C, and secondary antibody was incubated for 2 h at RT. Nuclei were stained with DAPI. Confocal images were taken at ×40 oil immersion objective with 1-μm interval for 20 μm depth using LSM880 Zeiss microscope. Microglia structure was rendered using IMARIS software.

### TEM analysis

Mice were anesthetized and first perfused with 50 ml of ice-cold PBS followed by 100 ml of fixative solution (2.5% glutaraldehyde, 2.0% PFA in 0.1 M sodium cacodylate buffer at pH 7.4). Brains were isolated and incubated overnight in fixative solution at 4°C. The CC were dissected out and postfixed in 1% aqueous OsO_4_ (Mecalab) with 1.5% aqueous potassium ferrocyanide for 2 h. UltraCut E ultramicrotome (Reichert-Jung) was used to cut the tissues into 90–100-nm sections and placed in the 200-mesh copper grid (Electron Microscopy Sciences). Myelin layer was captured using an FEI Tecnai 12 120 kV TEM equipped with an AMT XR80C 8 megapixel CCD camera (McGill University, Department of Anatomy and Cell Biology). At least 10 images were taken, and percentage of myelinated axons was quantified.

### Protein extraction and immunoblotting

Cells were lysed with RIPA buffer (50 mM Tris, pH 7.4, 150 mM NaCl, 1 mM DTT, 1% NP40, 0.1% SDS, and 0.5% sodium deoxycholate) and placed on ice for 30 min. Lysed extracts were centrifuged at 20,913*g* for 10 min in 4°C. Protein concentration was quantified using Rapid Gold BCA Protein Assay Kit (PIA53227, Thermo Fisher Scientific). Equal amounts of proteins were separated using SDS–PAGE and transferred to nitrocellulose membranes using an immunoblot TurboTransfer system (Bio-Rad). Membranes were blocked with 5% skim milk and incubated with primary antibodies overnight at 4°C. The antibodies used are anti-PRMT1 (07-404; Millipore), anti-PRMT5 (07-405; Millipore), anti-H4R3me2a (ab194603; Abcam), anti-H4R3me2s (ab5823; Abcam), and β-actin (A3853; Sigma-Aldrich). Appropriate HRP-conjugated secondary antibodies were applied for 1 h at RT. Proteins were visualized by Western Lightning Plus ECL (PerkinElmer).

### RNA-seq library preparation: synthesis of cDNA

RNA in 2X SuperScript III buffer was incubated for 1 min at 50°C on a PCR cycler with 2.5 μl of the following mix: 1.5 μg Random Primer (48190-011; Life Technologies), 10 μM Oligo d(T) (18418020; Life Technologies), 10 units SUPERase-In (AM2696; Ambion), 4 mM dNTP mix (18427088; Life Technologies), in water. Samples were then immediately placed on ice for 5 min. First-strand synthesis was then performed by incubation at 25°C for 10 min and 50°C for 50 min on a PCR cycler with 7.6 μl of the following mix: 0.2 μg actinomycin (A1410; Sigma-Aldrich), 13.15 mM DTT (Life Technologies), 0.026% Tween-20, 100 units SuperScript III (kit 18080-044; Life Technologies), in water. After incubation, RNA/DNA complexes were isolated by adding 36 μl of Agencourt RNAClean XP beads (A63987; Beckman Coulter) and incubated for 10 min at RT and then 10 min on ice. Samples were then placed on a magnet and beads were washed twice with 150 μl of 75% EtOH. After washings, the beads were air-dried for 10–12 min and eluted with 10 μl of water. Second-strand synthesis was then performed. RNA/DNA samples in 10 μl of water was incubated for 2.5 h at 16°C with 5 μl of the following mix: 3× Blue Buffer (Enzymatics), 1.0 μl PCR mix (77330; Affymetrix), 2.0 mM dUTP (77206; Affymetrix), 1 unit RNAseH (Y9220L; Enzymatics), 10 units DNA Polymerase I (P7050L; Enzymatics), 0.03% Tween-20, in water. DNA was then purified by addition of 1.5 μl Sera-Mag SpeedBeads (651520505025; Thermo Fisher Scientific), resuspended in 30 μl 20% PEG 8000/2.5 M NaCl, incubated at RT for 15 min, and placed on a magnet for two rounds of bead washing with 80% EtOH. Beads were then air-dried for 10–12 min and DNA was eluted from the beads by adding 40 μl of water. The supernatant was then collected on a magnet and placed on ice or stored at −20°C until DNA blunting, poly(A)-tailing, and adapter ligation (see below).

### RNA-seq and ChIP-seq final library preparation

Sequencing libraries were prepared from recovered DNA (ChIP) or generated cDNA (RNA) by blunting, A-tailing, and adapter ligation as previously described using barcoded adapters (NextFlex; Bioo Scientific) (Gosselin et al, 2014, 2017). Before final PCR amplification, RNA-seq libraries were digested by 30 min of incubation at 37°C with Uracil DNA Glycosylase (final concentration of 0.134 units per μl of library volume; UDG, Enzymatics G5010L) to generate strand-specific libraries. Libraries were PCR-amplified for 12–15 cycles and size selected for fragments (200–400 bp for ChIP-seq, 200–500 for RNA-seq) by gel extraction (10% TBE gels, Life Technologies EC62752BOX). RNA-seq and ChIP-seq libraries were single-end sequenced on an Illumina HiSeq 4000 (Illumina) according to manufacturer’s instruction.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation for histone modification H3K27ac and was performed as follows, using ∼500,000 microglia per assay and n = 2 independent biological replicates per conditions. First microglia were briefly thawed on ice and lysed by incubation in 1 ml of lysis buffer (0.5% IGEPAL CA-630, 10 mM Hepes pH 7.9, 85 mM KCl, 1 mM EDTA, pH 8.0, in water) for 10 min on ice. Lysates were centrifuged at 800 RCF for 5 min at 4°C, and pellets were resuspended in 200 μl of sonication/immunoprecipitation buffer (10 mM Tris–HCl, pH 7.5, 100 mM NaCl, 0.5 mM EGTA, 0.1% deoxcycholate, and 0.5% sarkosyl, in water). Sonication was performed with a Bioruptor Standard Sonicator (Diagenode) and consisted of two rounds of 15 min each, alternating stages of 30 s “sonication-on” with 60 s “sonication-off.” 22 μl of 10% Triton-X were then added to samples (1% final concentration) on ice, and lysates were cleared by centrifugation for 5 min at 18,000 RCF at 4°C. Two microliters of supernatant were then set aside for input library sequencing controls. Supernatants were then immunoprecipitated on a rotator for 2 h at 4°C with H3K27ac antibody (Active Motif, 39685, 2.5 μg per sample) pre-bound to 17 μl Protein A Dynabeads (10001D; Life Technologies).

Immunoprecipitates were washed three times each on ice with ice-cold wash buffer I (150 mM NaCl, 1% Triton X-100, 0.1% SDS, 2 mM EDTA, pH 8.0 in water), wash buffer III (10 mM Tris–HCl, 250 mM LiCl, 1% IGEPAL CA-630, 0.7% deoxycholate, and 1 mM EDTA in water), and TET (10 mM Tris–HCl, pH 7.5, 1 mM EDTA, pH 8.0, and 0.1% Tween-20, in water) and eluted with 1% SDS/TE at RT in a final volume of 100 μl. Reverse-crosslinking was then performed on immunoprecipitates and saved input aliquots. First, 6.38 μl of 5 M NaCl (final concentration 300 mM) was added to each sample immersed in 100 μl SDS/TE. Crosslinking was then reversed by overnight incubation at 65°C in a hot air oven. Potentially contaminated RNA was then digested for 1 h at 37°C with 0.33 mg/ml RNase A, proteins were digested for 1 h at 55°C with 0.5 mg/ml proteinase K, and DNA was extracted using Sera-Mag SpeedBeads (6515205050250; Thermo Fisher Scientific).

### ChIP-sequencing and bulk RNA-sequencing

Single end reads of length 76 were first trimmed off the adapter sequence as well as the polyA tail and then mapped through the Bowtie2 short read aligner v2.4.1 to the hg19 reference genome from the University of California Santa Cruz (UCSC) (Lander et al, 2001; Langmead & Salzberg, 2012). Quality control checks on the raw sequence data were carried out through the FASTQC software v0.11.9. BAM files were sorted and indexed, and duplicate reads were removed through SAMtools v0.1.19. Peak calling and motif enrichment for ChIP-seq experiments relative to the input was carried out by the Hypergeometric Optimization of Motif Enrichment (HOMER) software v4.11 in histone or super-enhancer mode using default parameters (Heinz et al, 2010). Average read coverage profiles across TSS, TTS or gene body regions and corresponding heatmaps were plotted with the NGS PLOT software (Shen et al, 2014). Density plots of reading coverage were made using the Integrative Genomics Viewer (IGV) software. Gene expression was quantified for RNA-seq experiments using HOMER, and the differential expression relative to the control was computed by DESeq2 (Love et al, 2014). Up-regulated or down-regulated genes were defined as having a false discovery rate smaller than 0.05 and absolute log fold change larger than one.

### Single-cell RNA sequencing

Mice brains were harvested at 5 wk of CPZ diet and sorted according to CD11b^+^ and CD45^+^ by BD FACSAria III (BD Biosciences). The single-cell library was prepared with the McGill Genome center using GemCode Single-Cell Instrument (10× Genomics), and Single Cell 3′ Library & Gel Bead Kit v2. The SPRIselect was used to purify the libraries. Quality was assessed using the size distribution and yield (LabChip GX Perkin Elmer) was quantified by qPCR (KAPA Biosystems Library Quantification Kit for Illumina platforms P/N KK4824). Libraries were sequenced using the Illumina NovaSeq6000 at IGM Genomics Center (UCSD). Paired end reads of length 101 were aligned to the mm10 mouse genome using Cell Ranger v3.1.0 program (10× Genomics, https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/what-is-cell-ranger). Afterwards, the Seurat v3.2.0 software was used to carry out quality control as well as for pre-processing analysis (Stuart et al, 2019). Cells containing less than 200 genes and more than 6,000 genes were removed. Cells containing more than 10% of the mitochondria genes were filtered out. Reads counts were then normalized using the “LogNormalize” method. Next, we calculated highly variable features between cells, by applying the linear transformation. The dimensionality of the dataset was determined using an elbow plot. The cluster of the cells were visualized using a Uniform Manifold Approximation and Projection (UMAP). The scVelo v0.2.2 python module was used to perform RNA velocity analysis. Monocle 2 was used to analyze the single-cell pseudotime trajectories (Qiu et al, 2017).

### Quantification and statistical analysis

All experiments were statistically tested using GraphPad Prism 6. All values were represented as means ± SEM. The specific tests used for analysis are indicated in the figure legends. The number of replicates and the animals are described in the figure legends. No blinding was performed during the animal experiments procedure and all the experiments were randomized. No outliers were excluded.

## Data Availability

The RNA-seq data from this publication have been deposited to Gene Expression Omnibus under the accession number GSE201145. The scRNA-seq data from this publication have been deposited to Gene Expression Omnibus under the accession number GSE199574. The ChIP-seq data from this publication have been deposited to Gene Expression Omnibus under the accession number GSE205309.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

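The paper's single-cell experiment compared brain cells sorted for CD45 and CD11b from 2 PRMT1FL and 2 PRMT1Cx3cr1-KO mice after 5 wk of the CPZ diet, with 1 library per mouse. The authors aligned the reads to mm10 with Cell Ranger and deposited raw UMI counts per gene and cell barcode, as whole numbers without normalization; the matrices name Cell Ranger 3.1.0. Genotype and replicate number of each library were taken from the sample labels and the paper. Everything below was computed here from these counts. Gene positions are those of the GENCODE release M21 annotation of mm10, matched by the Ensembl identifiers that the authors deposited. The cluster names, the division of 1 cluster, the comparison of D/E-like cells with other microglia, the naming of D-like and E-like cells apart in the clustering on all variable genes and several tests named in the closing section were settled with the data in view; the other filters, tests, gene lists and alternatives were chosen before the data were examined.

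Cells with fewer than 200 or more than 6000 genes, or with more than 10% mitochondrial UMIs, were left out, as in the paper's methods. This kept between 98.6% and 98.9% of the barcodes of each library. The cells that passed held 75252723 to 96076833 UMIs per mouse, with a median of 1933 to 2166 genes per cell. Doublets were simulated within each library by adding pairs of cells, and barcodes whose 50 nearest neighbours held most simulated doublets were marked, at a rate of 0.8% per 1000 cells; marked barcodes were kept in the main analysis and removed in an alternative.

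Clustering used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and leidenalg 0.10.2. Log counts, normalized to 10000 per cell, of 2000 variable genes were scaled over all cells, limited to 10 standard deviations and reduced to 20 principal components, and a graph of 20 nearest neighbours was divided by the Leiden method. Genes that differed between genotypes in sums over all cells were left out of the clustering. Resolutions were raised in steps of 0.1 until at least 9 clusters held 0.5% of the cells, reached at 0.3. Cluster 6 held several cell types and was divided once more at 0.3. Names were given by hand from marker lists, after looking at the 10 leading genes of each cluster by fold over all other cells, with 5 CPM added to both, and at the markers more than 1.5-fold higher in it. A cluster whose leading genes went against a name, or with fewer than 3 detected markers of it, stayed without one. Cluster 3 was led by haemoglobin and cell-cycle genes. The microglial clusters were cluster 1, cluster 3, cluster 7 and the A1-like, B1-like, C1/C2-like and D/E-like clusters. The lists were written down from the paper's text for A1 to F, with standard markers for neutrophils, T, NK and B cells, oligodendrocytes, astrocytes, endothelial cells, border macrophages, monocytes and dendritic cells; no cluster was named for the lymphocyte, astrocyte, oligodendrocyte or dendritic lists. Some genes of the lists, and results in the passages that rest on them, are not reported here.

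Raw counts were summed per mouse over the microglial clusters and tested with edgeR 4.0.16 in R 4.3.3: genes were kept by filterByExpr, libraries scaled by TMM, and genotypes compared with the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. The threshold was an adjusted p of 0.05. All fits used the 2 mice of each genotype, which share 1 estimate of the dispersion (common biological coefficient of variation 0.0899). Gene lists were tested on the same sums with camera of limma 3.58.1 at a preset correlation of 0.01. The number of cells per cluster and mouse was tested with the same edgeR model, with all cells of the mouse as the offset, for clusters with at least 20 cells. Levels by cluster are CPM of the summed UMIs for clusters with at least 20 cells in the mouse. For the comparison with anchor genes, CPM were set against each other between cells with and without a UMI of the anchor in each mouse, a gene needed at least 3 UMIs, and no p-value was computed. For shares of cells with a UMI, each cell was thinned at random to 1000 UMIs, with Wilson 95% intervals. Whether the genotype effect differed between D/E-like cells and the other microglia was tested with limma's voom on sums per mouse of both groups of cells, with the mouse as a random block.

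The named genes are every gene that the paper's text names for the single-cell data, Prmt1, Cx3cr1, and the 5 called genes with the largest rise and the 5 with the largest fall whose values in both PRMT1Cx3cr1-KO mice lay on the same side of both PRMT1FL mice. Other genes that are named were chosen after their values were seen. The edgeR step was tested on simulated data. Counts were drawn for 13838 genes from the PRMT1FL means and the library sizes of the microglial sums. Both genotypes were given the same spread, that of the fitted trend over expression, which the data need not follow. Of 200 changed genes, 195 were tested. The edgeR step recovered 88.7% of these, none with the wrong sign, and called 13 unchanged genes.

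The alternatives each started from 1 changed choice: DESeq2 1.42.0 in place of edgeR, relative log expression in place of TMM, no filter on low counts, all cells in place of microglial clusters, doublets removed, a mitochondrial limit of 5%, at least 500 genes per cell, libraries thinned to the smallest, the cluster as a term in the fit, the replicate number as a block, fry and an estimated correlation in place of camera's preset, and each mouse left out in turn. For the clusters they were other resolutions, another random seed, 3000 variable genes, 30 principal components, all variable genes, genes of the isolation response left out, scaling within each mouse, and microglial clusters as the denominator. Where the cells, the genes or their scaling changed, the resolution was chosen again by the same rule, which gave 0.4 in place of 0.3 with genes of the isolation response left out, with scaling within each mouse and with at least 500 genes per cell, so these alternatives hold 2 changes. The fit with the cluster as a term used limma's voom in place of edgeR, on 1 sum per mouse for each of 7 microglial clusters, with the mouse as a random block at 1 correlation for all genes (0.0786). Its p-values count more sums than mice and can be too small. Thinning to 2000 UMIs, no thinning and at least 2 UMIs of the anchor were also tried. Flow cytometry, the bulk RNA-seq, ChIP-seq and histology of the paper were not analysed here. RNA velocity and Monocle pseudotime were not repeated. Plots were drawn with matplotlib 3.10.9.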

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

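Of the tests in this part, removing marked barcodes and leaving out B1-like cells were chosen before the result was seen, while the tests of mixing and of joined clusters were chosen only after it. The comparison of D/E-like cells with other microglia was itself set only after the clusters were seen.

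The genotype changed Apoe, Spp1 and Igf1 in D/E-like cells in another way than in the other microglia, 2 groups of cells under the same contrast. The log2 fold change in D/E-like cells minus that in other microglia was 2.33 for Apoe (standard error 0.21, adjusted p = 2.2e-04), 3.60 for Spp1 (standard error 0.21, adjusted p = 8.9e-05) and 3.59 for Igf1 (standard error 0.41, adjusted p = 6.7e-04), from limma's voom fit with the mouse as a random block. In D/E-like cells Apoe was at 5989.6 and 4088 CPM in PRMT1FL and 20609.8 and 26411 CPM in PRMT1Cx3cr1-KO mice, Spp1 at 93.1 and 55.4 CPM in PRMT1FL and 666 and 882 CPM in PRMT1Cx3cr1-KO mice. Over all genes, 1965 of 12834 tested differed in this way, 1160 with the larger log2 fold change in D/E-like cells and 805 with the smaller.

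Barcodes holding 2 cells would bring transcripts of other microglia into the cluster. With marked barcodes removed, the difference for Igf1 was 3.79 (adjusted p = 5.2e-04 from limma's voom fit), and 1973 of 12667 genes differed, which argues against doublets as the whole cause. RNA or cells of other microglial clusters mixed into D/E-like cells of PRMT1Cx3cr1-KO mice stay open. Such a mixture would lower the 880 genes that in PRMT1FL mice had at least 20 CPM in D/E-like cells and were at least 2-fold higher there. Their fall allows a share of other microglia of 40.2% in PRMT1Cx3cr1-KO mouse 1 and 47.1% in PRMT1Cx3cr1-KO mouse 2 (medians over genes, with quartiles of 22.3% to 54.3% and 30.1% to 61.7%). The rise of Igf1 would need 67.1% and 85%, that of Apoe 53.2% and 82%, and that of Spp1 41.5% and 46.9%. Of the genes, 461 in PRMT1Cx3cr1-KO mouse 1 and 436 in PRMT1Cx3cr1-KO mouse 2 fell by less than the lowest of these shares requires and the others by more, so mixing and a change inside the cells cannot be told apart.

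A candidate explanation is that clusters built without the genes called between genotypes join 2 kinds of cells whose proportions differ. In the clustering on all variable genes, 66.3% of a D-like and 86.3% of an E-like cluster were D/E-like cells of the main clustering. The log2 ratio of Igf1 between genotypes was 0.98 in that D-like cluster, against 3.91 in D/E-like cells. Igf1 was at 41.5 and 44.7 CPM in PRMT1FL and 79.5 and 90.5 CPM in PRMT1Cx3cr1-KO mice in D-like cells and at 145 and 249 CPM in PRMT1FL and 199.9 and 291 CPM in PRMT1Cx3cr1-KO mice in E-like cells. In PRMT1FL mice both lay above the 17 and 12.6 CPM of D/E-like cells, so these clusters are not parts of the D/E-like cluster, and their ratios decide nothing about it. That clustering also uses genes that differ between genotypes, which can itself part cells by genotype, so joined kinds of cells and a change inside the cells cannot be told apart. A biological effect of the genotype stays among the open explanations.

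Gdf15 is not discussed in the paper and stood out in D/E-like cells. Its log2 fold change there was 4.33 (adjusted p = 1.2e-04 from limma's voom fit), higher in both PRMT1Cx3cr1-KO mice than in both PRMT1FL mice. Slc7a11 (4.84), Srxn1 (4.66), Osgin1 (4.15), Gclm (2.91) and Txnrd1 (2.41), further genes of the response to oxidative stress chosen after their values were seen, also rose there. As CPM of the cluster, Gdf15 was at 15.2 and 17.3 in PRMT1FL and 303 and 301 in PRMT1Cx3cr1-KO mice. In the other microglial clusters of PRMT1Cx3cr1-KO mice it reached at most 39.2 CPM, so that cells or RNA from those clusters cannot carry it into D/E-like cells. With marked barcodes removed the log2 fold change of Gdf15 was 4.33 (adjusted p = 1.5e-04 from limma's voom fit). In the clusters named D-like and E-like, which also hold other cells, Gdf15 was at 7.09 and 11.5 CPM in PRMT1FL and 29.6 and 6.86 CPM in PRMT1Cx3cr1-KO mice in D-like cells and at 232 and 148 CPM in PRMT1FL and 324 and 295 CPM in PRMT1Cx3cr1-KO mice in E-like cells, so that a larger proportion of E-like cells in PRMT1Cx3cr1-KO mice stays open.

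Among genes outside those the paper discusses, Mgst1, Amy1, Cfp, Tfec and Trim16 had the largest called rises in PRMT1Cx3cr1-KO microglia, at log2 fold changes of 5.91, 4.67, 4.26, 3.75 and 3.39 (adjusted p = 0.0252, 0.0497, 0.0474, 0.0396 and 0.0163 from edgeR), each higher in both PRMT1Cx3cr1-KO mice. All rest on few UMIs in PRMT1FL mice. Mgst1 had 16 and 11 UMIs in PRMT1FL and 488 and 1462 in PRMT1Cx3cr1-KO microglia, a ratio per UMI of 66.1 (95% interval from counting 45.3 to 101). For Amy1, with 2 and 0 UMIs in PRMT1FL and 31 and 34 in PRMT1Cx3cr1-KO microglia, the ratio was 29.7 (95% interval from counting 7.91 to 251), and its fitted log2 fold change depends on the prior count; amylase genes are also a family whose reads the counting could have shared. The ratio was 21 (95% interval from counting 15.4 to 29.5) for Cfp, 14.6 (95% interval from counting 9.64 to 23) for Tfec and 11.2 (95% interval from counting 7.20 to 18.5) for Trim16. With 1 mouse left in a genotype, assumed to vary like the others, the adjusted p of these genes from edgeR was 0.314 to 0.518 without PRMT1FL mouse 1 and 0.390 to 0.514 without PRMT1FL mouse 2, and no call was kept when either was left out. Without PRMT1Cx3cr1-KO mouse 1 it was 2.2e-12 to 0.00122, and without PRMT1Cx3cr1-KO mouse 2 5.2e-10 to 0.00270. Over all cells in place of microglia the log2 fold changes were smaller, at 2.11 for Mgst1 and 2.01 for Amy1, whose calls were lost (adjusted p = 0.0572 and 0.0797 from edgeR), and 2.47 for Cfp, 3.29 for Tfec and 3.21 for Trim16, whose calls were kept (adjusted p = 0.0475, 0.0233 and 0.00748 from edgeR). Amy1 also lost its call with doublets removed, libraries thinned to the smallest, the mitochondrial limit of 5% and relative log expression (adjusted p = 0.0539, 0.0578, 0.0508 and 0.0516 from edgeR), and Cfp with thinning (0.0529). Over all alternatives the adjusted p of Mgst1 lay at 1.0e-34 to 0.497, and that of Amy1 at 2.0e-07 to 0.508.

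More B1-like cells in PRMT1Cx3cr1-KO mice would raise genes that these cells carry. With B1-like cells left out of the sums, the log2 fold change was 6.10 for Mgst1 (adjusted p = 0.0189 from edgeR), 4.39 for Cfp and 3.79 for Tfec, which argues against B1-like cells as the whole cause. Shared reads between similar genes and RNA of other cell types were not tested for these genes, and the difference between the PRMT1Cx3cr1-KO mice in Mgst1 is larger than counting error. A biological effect of the genotype is therefore among the explanations that stay open.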

How the results depend on the processing

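The tests in this part were set with the other choices, except the reading of D-like and E-like cells as separate clusters in the planned clustering on all variable genes, which was chosen only after the clusters were seen. Alternatives that leave out a mouse are given after the others. The cause of a change was not tested unless it is named.

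Of 619 log2 fold changes of named genes under the alternatives that keep all mice, 602 kept their direction and 525 also their side of the threshold; 7 lost and 70 gained a call. Over all cells the sign changed for Ndufa1 (0.023), Mrc1 (-0.023), Mgl2 (-0.15), F13a1 (-0.59), Ccl4 (0.020). With the cluster as a term it changed for Ndufa1 (0.086), Spp1 (0.45), Cybb (0.042), Apoe (0.41), Ctsd (0.0056), Lpl (0.062), Il1b (0.017), Sall1 (-0.053), Ccl4 (0.20), Jun (0.0063). With libraries thinned to the smallest, Mgl2 (-0.022) changed sign. None of these genes was called before the change of sign.

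Prmt1 was lower in PRMT1Cx3cr1-KO mice under all 14 alternatives. Its log2 fold change passed the threshold under DESeq2 at -0.38, without a filter on low counts at -0.38, over all cells at -0.35 and with the cluster as a term at -0.44. The last fit used voom on several sums per mouse, so its p-values can be too small, and its calls are not read as firmer than those of edgeR. The number of called genes was 88, 75% of them higher in PRMT1Cx3cr1-KO microglia, and 48 by more than 2-fold. DESeq2 called 717 (58.3% higher, 151 beyond 2-fold) and gave no adjusted p for 537 genes. Without the filter 1789 of 20130 were called (55.9% higher, 376 beyond 2-fold), over all cells 749 (25.9% higher, 532 beyond 2-fold), and with the cluster as a term 1750 of 10740 (53.1% higher, 73 beyond 2-fold), 68 of them shared with the 88. Relative log expression called 82 (76.8% higher). The remaining alternatives called 76 to 112 genes, apart from the fit with the replicate number as a block, which is given next.

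The labels give both genotypes the replicate numbers 1 and 2. The correlation of deviations between mice with the same number was -0.0173 over 13838 genes, so the numbers do not pair the mice. A fit with the replicate number as a block called 600 genes (59.7% higher), 179 of them beyond 2-fold, gave Prmt1 a log2 fold change of -0.39 that passed the threshold (adjusted p = 0.0247 from edgeR), also called Cd74, H2-Aa and Itgax (adjusted p = 0.0237, 0.00925 and 0.0126 from edgeR), and changed the sign of Ccrl2 (-0.0033) and of the median of the C2 list (-0.0033). The block leaves fewer residual degrees of freedom.

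Of 121 tests of gene lists, 117 kept the direction given by camera or fry and 101 also their side of the threshold. The calls of camera with its preset correlation were lost under fry, with unchanged medians of 0.78 for A1, -0.30 for C1, -0.30 for the joined C1, C2 and C1/C2 list, -0.98 for C1/C2, 0.30 for E, 0.77 for F and adjusted p of 0.340 to 0.569. They were also lost with camera and an estimated correlation, at the same medians, with adjusted p of 0.529 to 0.597. Over all cells calls were lost at medians of -0.27 for C1, -0.26 for the joined C1, C2 and C1/C2 list, and the direction of camera changed at -0.044 for B2, -0.086 for F; the median of B2 kept its sign. With the cluster as a term they were lost at 0.33 for A1, 0.44 for F, and the direction of camera changed at -0.036 for A2, 0.021 for B2; the median of A2 kept its sign there, and that of B1 changed its sign to 0.41.

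Of 153 log2 ratios of cluster shares, 149 kept their direction and 136 also their side of the threshold, while 13 gained a call and none lost it. B1-like cells passed the threshold at 4.11 with another seed, 3.71 with 3000 variable genes and 3.84 with 30 principal components. The B1-like clusters held 535, 559 and 679 cells there, against 974 in the main clustering, so these ratios belong to smaller populations. The F-like ratio was 0.13 with the resolution raised by 0.4, where 1 of the 2 clusters taken as F-like held only 54.8% F-like cells of the main clustering. With the resolution lowered by 0.2 the ratio was -0.24 for cluster 1, -0.022 for cluster 3, but only 47.9% of the cells matched to cluster 1 there came from cluster 1, so its value belongs to a joined cluster; with microglial clusters as the denominator the ratio was -0.032 for cluster 3. Clustering on all variable genes with D-like and E-like cells apart gave D-like shares of 16.6 and 18.7% in PRMT1FL mice and 5.18 and 2.61% in PRMT1Cx3cr1-KO mice (log2 ratio -2.18, adjusted p = 0.00621 from edgeR) and E-like shares of 1.10 and 1.55% in PRMT1FL mice and 17.5 and 21.2% in PRMT1Cx3cr1-KO mice (log2 ratio 3.86, adjusted p = 4.2e-05 from edgeR). These clusters were defined with genes that differ between genotypes, which limits the reading of their sizes. Some alternatives gave no value: no B1-like cluster was found with all variable genes, and no C1/C2-like cluster or cluster 7 with the lower resolution. Cluster 8 was absent there and with the higher resolution, 30 principal components, the lower mitochondrial limit and the isolation-response genes left out, and cluster 7 with doublets removed. Monocyte-like cells were too few with 30 principal components and without either PRMT1FL mouse. With the cluster as a term, several named genes had too few counts to be tested, and Cd38 gave no value at 2 UMIs.

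The difference between genotypes in the share of microglia with a UMI, in percentage points, grew with depth, as thinning by construction lowers every share. At 2000 UMIs it was -8.40 for H2-Aa, -6.05 for H2-Ab1, -5.27 for H2-Eb1 and -11.4 for Itgax. Without thinning it was -12.5, -8.14, -8.97 and -19.5 in the same order, and -22.3 for Cd74. All 20 values kept their direction. All 30 values of anchor genes did as well, and 7 moved by more than the spread between mice. With cells thinned to 1000 UMIs the B2 genes were at 0.30 with Lpl, the C1 genes at -0.23 with Itgax and the D genes at 0.71 with Sox4. With at least 2 UMIs of the anchor the D genes were at 0.32, and the F genes at 5.19 with Ccr2 and 6.70 with Mrc1; over all cells the last value was 6.74.

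Of 75 levels by cluster, 6 moved by more than the spread between mice. With doublets removed, F-like cells had 174 CPM of Igf1, 879 of Ccl3 and 1846 of Ccl4, and cluster 1 had 825 of Jun. With all variable genes, C1/C2-like cells had 4311 CPM of Ccl4 and cluster 3 had 2.14 of Hspa1a. The share of MHC class II UMIs outside microglial clusters, cluster 8 not counted, in PRMT1FL mice was 24.5% with all variable genes and 23.4% with doublets removed. Removing doublets left 9730.5 cells per PRMT1Cx3cr1-KO mouse, since it takes out cells by construction.

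Leaving out each mouse in turn leaves 1 mouse in a genotype, which is then assumed to vary like the mice of the other genotype. The number of called genes ranged from 4 to 2759, and beyond 2-fold from 4 to 520; the lowest counts were reached without either PRMT1FL mouse and the highest without PRMT1Cx3cr1-KO mouse 1. Prmt1 ranged from -0.45 to -0.33 and passed the threshold without either PRMT1Cx3cr1-KO mouse. Of 252 values of named genes 231 kept their direction, and the sign depended on a mouse for Apoe (-0.16 to 0.010), Ccl4 (-0.18 to 0.11), Ccrl2 (-0.30 to 0.29), Cxcl10 (-0.35 to 0.46), H2-Q4 (-0.83 to 0.072), Il1a (-0.77 to 0.35), Il1b (-0.92 to 0.24), Irf7 (-0.82 to 0.35), Jun (-0.36 to 0.16), Mgl2 (-0.25 to 0.59), Oasl2 (-0.86 to 0.11), Sall1 (-0.085 to 0.14), Selplg (-0.15 to 0.0054) and Sox4 (-0.24 to 0.098). Of 44 tests of gene lists 41 kept the direction given by camera, while medians changed sign for C1, C2, D and the joined list; the ranges of the medians were -0.18 to -0.057 for A2, -0.15 to -0.070 for B1, -0.13 to -0.057 for B2, -0.84 to 0.031 for C1, -0.35 to 0.35 for C2, -0.17 to 0.036 for D, 0.42 to 1.01 for F and -0.83 to 0.11 for the joined list of C1, C2 and C1/C2. Of 50 log2 ratios of shares 47 kept their direction. They ranged from 0.74 to 1.34 for A1-like, 1.36 to 3.32 for B1-like, -1.51 to -0.39 for C1/C2-like and 0.53 to 0.65 for D/E-like cells, and from -0.20 to 0.20 for cluster 3 and -0.86 to 0.0084 for cluster 7. C1 genes in cells with a UMI of Itgax were at -0.086 to 0.015. The share of MHC class II UMIs outside microglial clusters ranged from 23.7 to 50.5% in PRMT1Cx3cr1-KO mice, and the difference between genotypes in the thinned share of microglia with a UMI of Cd74 from -19.4 to -10.9 percentage points.

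At the depth of the smallest library 76 genes were called, 75 of them shared with those at full depth. On data simulated at full depth the edgeR step recovered 75% of the genes changed 2-fold and 99.1% of those changed 4-fold. All mice were simulated with the spread of the fitted trend over expression, the same in both genotypes. In the data the PRMT1Cx3cr1-KO mice differed more from each other than the PRMT1FL mice did. These percentages are therefore not the power of the real comparison, in which Cd74 and H2-Aa fell by more than 4-fold and were not called.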

Differences from the paper's values

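The tests behind the comparisons of this part were set beforehand, except the naming of D-like and E-like cells as separate clusters in the planned clustering on all variable genes, which was chosen only after the clusters were seen. The shares given here are of all cells that passed the filters, in clusters rebuilt from the counts and named from markers, 8170 to 11427 per mouse, whereas the paper's are of the 6000 microglia it plots for 1 mouse per genotype. The paper's clusters and these can hold other cells, so no direction is drawn from the differences.

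The paper's number of microglia that passed the quality control is 6000 per genotype; the same stated limits left 18478 microglia in PRMT1FL and 20658 in PRMT1Cx3cr1-KO mice, summed over 2 mice each. None of the alternatives brought these numbers to the paper's: 17890 and 20040 remained with the lower mitochondrial limit, 18082 and 20184 with at least 500 genes, and 16996 and 18920 with doublets removed.

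For B1 in PRMT1Cx3cr1-KO mice the paper's value is 9%, read here as a share of cells, and the B1-like share was 3.94%. Of the alternatives set before the data were examined, only the one without PRMT1Cx3cr1-KO mouse 1 had a value within 1.5-fold of the paper's (6.27%); the others gave 1.61% to 4.31%, and no B1-like cluster was found with all variable genes. For A1 in PRMT1Cx3cr1-KO mice the paper's share is about 12% in Fig. 2B, read by eye, and the A1-like share was 7.64%. It was 8.19% with the resolution raised by 0.4 and 9.19% without PRMT1Cx3cr1-KO mouse 1, within 1.5-fold of the paper's value but still below it, while under the other alternatives the values stayed further apart. For D and E together in PRMT1FL mice the paper's share is about 22% in Fig. 2B, read by eye, and the D/E-like share was 13%. Alternatives within 1.5-fold of the paper's value, all below it, were a resolution raised by 0.4 (15.1%), all variable genes (19%), isolation-response genes left out (14.9%), 30 principal components (20.7%), scaling within each mouse (18.4%) and the mitochondrial limit of 5% (21.6%), while the others stayed further apart.

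The paper states that the MHC-associated and homeostatic clusters were abolished in PRMT1Cx3cr1-KO mice. C1/C2-like cells still made up 24.8% and 11.4% of the cells of PRMT1Cx3cr1-KO mice. In Fig. 2B, read by eye, C1 and C2 together also remain in these mice, at about 14%, against a C1/C2-like mean of 18.1%. For PRMT1FL mice the figure shows about 45%, against 32.5%. No share of a cluster passed the threshold of edgeR in the main clustering with all mice, and the paper names no test for its shares. The paper's evidence also includes flow cytometry on other mice, with a test. There MHCII+ and CD11c+ microglia were fewer in PRMT1Cx3cr1-KO mice on the CPZ diet. Those protein data were not analysed here. With the genotype compared over mice, H2-Eb1 was called by edgeR (adjusted p = 0.0456), while Cd74, H2-Aa and Itgax were not. The C1/C2 list was called by camera with its preset correlation (adjusted p = 3.9e-05), though not by fry or with an estimated correlation. H2-Aa was called by DESeq2 (adjusted p = 0.00741), Cd74 and H2-Aa over all cells by edgeR (adjusted p = 0.0394 and 0.0109), and all of them without the filter on low counts, without either PRMT1Cx3cr1-KO mouse and in the voom fit with the cluster as a term, with adjusted p over all their alternatives from 8.1e-26 to 0.560. The share of C1/C2-like cells passed the threshold without PRMT1Cx3cr1-KO mouse 1, at a log2 ratio of -1.51. Other clusterings also divided the D/E-like cells, and those parts were not examined for D and E markers. D-like cells were named apart from E-like cells, after the clusters were seen, in the clustering on all variable genes, which uses genes that differ between genotypes, at 5.18% and 2.61% in PRMT1Cx3cr1-KO mice and with a share that passed the threshold (log2 ratio -2.18, adjusted p = 0.00621 from edgeR).

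The paper places the highest Igf1 in A1, A2, B1 and B2 and none in D. The B1-like cluster was highest here, at 554 CPM on average over the mice, and the A1-like cluster was the lowest microglial cluster apart from D/E-like, at 165 CPM. D/E-like cells had 17 and 12.6 CPM of Igf1 in PRMT1FL mice, close to the paper's description, and 168 and 279 CPM in PRMT1Cx3cr1-KO mice. With D-like and E-like cells named apart, in clusters that also hold other cells, more cells of PRMT1Cx3cr1-KO mice were E-like than D-like, and D-like cells of PRMT1Cx3cr1-KO mice had 79.5 and 90.5 CPM. The paper states that the MHC-associated cluster alone expressed CD11c; Itgax was at 102 and 105 CPM in cluster 3 of PRMT1FL mice, against 275 and 285 CPM in C1/C2-like cells. The paper names B2 and C2 for Ccl3 and Ccl4. Their highest mean levels were 1849 and 4536 CPM in cluster 7, which was led by interferon-induced genes, before those of C1/C2-like cells, and no cluster was named for B2. The paper describes A1 as the only cluster with Birc5, Mki67, Cdk1 and Ccnb2. All of them were highest in A1-like cells, at 232, 281, 127 and 157 CPM in this order. Cluster 3 came next among microglial clusters, at 67.6, 25, 61.4 and 32 CPM, and the other microglial clusters had at most 16.3 CPM of any of them.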

Other observations

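Of the tests in this part, that of flanking strain DNA was chosen before the result was seen. Fits with the cluster as a term or without a mouse, and shares thinned or not, were set beforehand as alternatives; reading them as tests of an explanation, and all remaining tests, came only after the result was seen.

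Cx3cr1 fell in PRMT1Cx3cr1-KO microglia by 0.90 on the log2 scale (adjusted p = 0.0184 from edgeR), lower in both PRMT1Cx3cr1-KO mice. Other shares of the microglial clusters do not account for this, since with the cluster as a term the value was -0.88, which places the fall within clusters. The p-value of that fit rests on several sums per mouse and is left out here; over all alternatives the adjusted p of Cx3cr1, mostly from edgeR, was 1.2e-23 to 0.497. Both PRMT1Cx3cr1-KO mice were below both PRMT1FL mice in 7 of 7 microglial clusters, with log2 ratios of -1.37 to -0.43. A candidate explanation is that 1 allele of Cx3cr1 carries the recombinase in PRMT1Cx3cr1-KO mice. Since every PRMT1Cx3cr1-KO mouse and no PRMT1FL mouse carries it, this and an effect of PRMT1 cannot be told apart.

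MHC class II genes fell in PRMT1Cx3cr1-KO microglia, Cd74 by 2.23 on the log2 scale. Levels of PRMT1FL mice per cluster combined with the share of UMIs that each cluster had in each genotype would give Cd74 a log2 ratio of -0.52. With the cluster as a term the log2 fold change was -1.86 for Cd74 and -2.45 for H2-Aa, so other shares of these clusters account for a part at most. Both genes were left out of the clustering, so a cluster can join cells high and low in them. Other proportions of such cells inside a cluster would also give a fall within it. Over all alternatives the adjusted p of Cd74, mostly from edgeR, was 5.7e-19 to 0.560. Free RNA of F-like cells would reach all clusters alike. Cd74 was 4.65 to 11.5 times higher in C1/C2-like cells than in cluster 1 over the libraries, which argues against free RNA as its only source. F-like cells carried 48.9% of the MHC class II UMIs in PRMT1Cx3cr1-KO mouse 2, the mouse in which such RNA would weigh most. With each mouse left out in turn the log2 fold change of Cd74 was -3.34 to -1.61. Its adjusted p from edgeR depended on which genotype was left to supply the spread. A loss of MHC class II expression inside these cells and another makeup of the clusters cannot be told apart here. Either may be biological, as a hypothesis found and tested on the same data. The genotype is the difference that the design names.

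The 2 PRMT1Cx3cr1-KO mice differed from each other more than the PRMT1FL mice did. Over genes, the chi-square of the counts divided by its degrees of freedom was 56.3 between the PRMT1Cx3cr1-KO mice and 19.7 between the PRMT1FL mice. The first principal component of the sums per mouse, with 67.2% of the variance, separated the genotypes with PRMT1Cx3cr1-KO mouse 1 nearer to the PRMT1FL mice. The second, with 18.6%, separated the PRMT1Cx3cr1-KO mice. A different share of cells with the undeleted gene is a possible explanation. The fall of Prmt1 in PRMT1Cx3cr1-KO mouse 1 was 90.2% of that in PRMT1Cx3cr1-KO mouse 2, whereas its fall of C1/C2-like cells was 36.5% of that in PRMT1Cx3cr1-KO mouse 2. Counts per gene do not separate intact from deleted transcripts, so incomplete deletion and other differences between the mice cannot be told apart. Depth of the libraries is argued against: thinned to 1000 UMIs per cell, the share with a UMI of Itgax in PRMT1Cx3cr1-KO mouse 1 was 2.15 times that in PRMT1Cx3cr1-KO mouse 2, against 1.66 without thinning.

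In the sums over all cells 555 genes were called lower in PRMT1Cx3cr1-KO mice, 533 of them not called in the microglial sums. Non-microglial cells, which were more frequent in PRMT1FL libraries on average, may be the source of most of these: 96.1% of them had their highest CPM in a non-microglial cluster, against 76.4% of all genes tested (one-sided exact hypergeometric p = 2.3e-37). For cluster 9 alone the shares were 76.7% and 29.5%. Genes are not independent replicates in this test. They were also chosen as falls called only with the non-microglial cells included, so part of this excess follows from the choice. Cluster 9 had all 5 astrocyte markers above 1.5-fold, the most abundant being Slc1a3 at 1556 CPM and Aldoc at 1419 CPM, against 52.2 and 0.905 CPM in all other cells. It made up 1.69 and 1.64% in PRMT1FL mice and 0.444 and 0.174% in PRMT1Cx3cr1-KO mice, and neutrophil-like cells, with S100a8 at 177835 CPM against 9.71 CPM elsewhere, 0.201 and 0.563% in PRMT1FL mice and 0 and 0.00917% in PRMT1Cx3cr1-KO mice. Whether these cells differ in the brain or in the sort was not tested.

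B1-like cells, which rose in both PRMT1Cx3cr1-KO mice, shared Ms4a7 with F-like cells, at 138% of the F-like level in PRMT1Cx3cr1-KO mice, and had Pf4 at 29.5%. Border macrophages would also bring Mrc1, Lyve1 and Cd163, in which the F-like cluster was rich. Over all mice Mrc1 was at 522 CPM in F-like and 29 CPM in B1-like cells, and Pf4 at 745 and 204 CPM; the F list of the study also holds Mrc1. In B1-like cells of PRMT1Cx3cr1-KO mice Mrc1, Lyve1 and Cd163 were at 5.03%, 1.10% and 0.857% of the F-like level, which argues against border macrophages of that kind. Tmem119, Selplg, Siglech and Sox4 were at 115%, 71.7%, 48% and 89.4% of the F-like level and at 74.6%, 49.9%, 26.3% and 90.9% of that in cluster 1. These values do not decide between the kinds of cells, and the origin of B1-like cells stays open.

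DNA of another strain around the targeted Prmt1 and Cx3cr1 alleles could change neighbouring genes. PRMT1FL mice carry the floxed Prmt1 alleles as well, so only the region around Cx3cr1 differs between the genotypes by design. Prmt1 and Cx3cr1 themselves were left out of this count. Of 87 called genes with a position, 2 lay within 10 Mb of either targeted gene, namely Ccr1 and Saa3, named here after their values were seen, against 1.64 expected from 261 of 13824 genes tested (one-sided exact hypergeometric p = 0.491). The test joins both regions, so it does not decide whether calls are more frequent around Cx3cr1 alone. Since at most 2 of the 87 calls lie there, flanking DNA is argued against as the source of the calls as a whole.

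Haemoglobin transcripts were found in PRMT1FL libraries and hardly in PRMT1Cx3cr1-KO libraries. Hbb-bs had 11963 and 3894 UMIs in PRMT1FL and 5 and 0 in PRMT1Cx3cr1-KO microglia, a ratio of 3466 (95% interval from counting 1485 to 10675). Hba-a1, with no UMI in PRMT1Cx3cr1-KO microglia, was at least 2256-fold lower there, against a floor of 3 UMIs over the genotype. The 4 haemoglobin genes were the only calls without either PRMT1FL mouse. They led cluster 3 and belong to a family of similar genes. No explanation was tested, technical or biological.

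Genes of the sex chromosomes were alike in all libraries. Xist had 20 to 29 UMIs per library and Ddx3y 3200 to 4166, so no difference in sex between the genotypes was seen.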
